# Early-Life Exposure of Pigs to Topsoil Alters miRNA and mRNA Expression in Peripheral Blood Mononuclear Cells

**DOI:** 10.3389/fgene.2022.886875

**Published:** 2022-08-23

**Authors:** M. M. De Souza, D. A. Koltes, H. Beiki, M. A. Sales, T. Tsai, C. V. Maxwell, J. Zhao, J. E. Koltes

**Keywords:** immune system, peripheral blood mononuclear cells, livestock, microbiota, RNA sequencing, hygiene hypothesis

## Abstract

Exposure to less-hygienic conditions during early childhood has been associated with stimulation and development of the immune system. A recent study indicated that exposure of piglets to soil-borne microbes during lactation was related with modulation of gut microbiota and immune function. To identify the potential molecular mechanisms and pathways impacted by early-life topsoil exposure, we analyzed the messenger RNA (mRNA) and micro-RNA (miRNA) expression in peripheral blood mononuclear cells (PBMCs) from these piglets. Total RNA was extracted from the PBMCs of piglets exposed to topsoil only from d 4–d 21 of life (mRNA *n* = 6; miRNA *n* = 5) or unexposed control pigs (mRNA *n* = 6; miRNA *n* = 8) at 11, 20, and 56 days of age. Small RNA and mRNA were sequenced with 50-bp single-end reads using Illumina chemistry. Sequence data were quality checked with FASTQC software and aligned to the Sscrofa 11.1 genome with the STAR aligner for mRNA and mirDeep2 for miRNA. Differential expression (DE) analysis was performed using PROC Glimmix of SAS to evaluate changes in expression due to topsoil exposure over time with genes declared DE at a false discovery rate (FDR) of q < 0.10. A total of 138 mRNA and 21 miRNAs were identified as DE for the treatment by age interaction. Ontology enrichment analysis of DE mRNA revealed Gene ontology (GO) terms directly involved in the connection between T-cell and antigen-presenting cells that are associated with T-cell activation. Key regulatory genes identified include *PTPRJ, ITGB3, TRBV30, CD3D*, mir-143, mir-29, and mir-148a. While these results require validation, this study provides data supporting the hypothesis that less-hygienic environments during early life may contribute to the development of the immune system.

## Introduction

Disease resistance of individuals exposed to less-hygienic conditions during early life has been called the hygiene hypothesis, first postulated by Strachan (1989). It proposes that individuals exposed to less-hygienic conditions early in life may have altered immune system development which lowers the incidence of illness later in life (Strachan, 1989). While it is well understood that particular conditions, such as poor water sanitation, lead to the development and propagation of diseases, low environmental exposure has been associated with increased resistance to human chronic illnesses, such as asthma and allergies (Illi et al., 2001; MacNeill et al., 2013; Huang et al., 2021). It has been theorized that this low dose of exposure results in a mild stimulation of the immune system, particularly the adaptive immune system (Su et al., 2013).

A growing number of publications indicate that microbe exposure may be a significant contributor to the development of the immune system (reviewed by Zheng et al., 2020). Ennamorati et al. (2020) identified the gut microbiome as a major presenter of novel antigens to the immune system that influences the generation of regulatory T cells by the thymus in neonatal mice. The authors described how this process may facilitate homeostasis between microbiota and the host immune system in the host to prevent intestinal inflammation later in life. Studies in the chicken also indicate that intestinal microbiota may regulate T-cell production in the thymus in early life (Cheng et al., 2021). Moreover, postnatal microbial colonization of the body may act as a major stimulus of immune tissue development and modulation of miRNA expression (Masotti, 2012), which contributes to “training” of the immune system (Gury-BenAri et al., 2016). This early training of the immune system and development of microbial memory in early life may allow individuals to overcome an illness more quickly, thus, allowing them to spare energy to partition toward growth. In addition, development of a more robust immune system should reduce antibiotic use and subsequently antimicrobial resistance.

As livestock producers have strived to increase sustainability and growth efficiency of pigs, the environment and hygienic conditions have significantly changed over time. During early commercialized swine production, swine were reared outdoors and exposed to soil, weather, and predators. The move to modern, indoor housing has allowed for decreased exposure to parasites, fecal material, predators, and changes in weather conditions, which greatly improved the overall welfare of swine. It has been observed that early-life exposure of pigs to less-hygienic conditions (i.e., topsoil exposure) has increased growth (Dourmad et al., 2009; Lebret et al., 2011; Wenner et al., 2013; Vo et al., 2017) while decreasing feed intake (Lebret et al., 2011; Wenner et al., 2013). One explanation for these findings is that host exposure to microbes from the environment may influence host physiology.

Initial studies of neonatal pigs exposed to topsoil indicate microbial communities (Vo et al., 2017; Wen et al., 2021) and the immune cell population (Tsai et al., 2016; Wen et al., 2021) are altered later in life in response to early-life topsoil exposure. Both Vo et al. (2017) and Wen et al. (2021) identified higher levels of *Prevotella* at days 13 and 12, respectively, in the gut of piglets exposed to topsoil. In mice, perturbation of *Prevotella* in the gut microbiome resulted in exacerbated intestinal inflammation (Iljazovic et al., 2021). Moreover, Vo et al. (2017), who used the same animals described in this study, identified a higher abundance of *Prevotella* at weaning (d 21) and at day 35 (mid-nursery). Vo et al. (2017) also identified higher levels of *Bacteroidetes* and Ruminococcaceae at day 13 and *Clostridium* and *Clostridium cluster XI*, *Coprococcus*, *Campylobacter*, *Streptococcus*, *Mitsuokella*, *Ruminococcus*, *Dialister*, and *Sarcina* during postweaning at the end of the nursery phase (d 56) in response to topsoil exposure. Interestingly, *Clostridium* species have been associated with colonic regulatory T-cell accumulation and improvement of the local and systemic immune responses (Atarashi et al., 2011). Although these studies demonstrate that the microbiome is altered in pigs exposed to topsoil, it is still unclear which specific microbes are directly impacting the animal’s physiology. Little is known about the molecular mechanisms responsible for impacting animal growth or the immune system in this model. Understanding how the immune system is programmed in response to microbes and the environment is an important step in the development of technologies (e.g., probiotics) that may enhance efficiency in livestock production, and provide basic science knowledge about host–microbiome interactions that are beneficial to improve human health.

The objective of this study was to identify changes in peripheral blood mononuclear cell (PBMC) gene expression and associated pathways in response to early-life topsoil exposure in piglets from a subset of piglets exposed to topsoil from previous studies (Tsai et al., 2016; Vo et al., 2017). Specifically, we sought to determine if there was evidence of early, enhanced, or altered immune system development based on mRNA and miRNA expression profiles using RNA-sequencing (RNA-seq) technology. Transcriptome profiling is a powerful tool to evaluate global changes in gene expression within a tissue. As miRNAs are well-established regulators of gene expression and may facilitate communication between the host and microbiome, we evaluated the relationship between miRNAs and known or predicted mRNA targets (Masotti, 2012; Yuan et al., 2018; Gebert and MacRae, 2019).

## Materials and Methods

### Animal Population and Topsoil Exposure Protocol

A detailed description of the animal trial can be found in Vo et al. (2017). Briefly, animal experiments were conducted at the University of Arkansas-Division of Agriculture Swine Research Unit in Fayetteville, Arkansas under protocols approved by the University of Arkansas Institute of Animal Care and Use Committee #13060. A total of 14 synthetic large white pigs were used for the experiment. Control piglets (control group; *n* = 6 for mRNA and *n* = 8 for miRNA analysis) were reared conventionally in farrowing crates, whereas treatment piglets (topsoil group; *n* = 6 for mRNA and *n* = 5 for miRNA analysis) were exposed daily to fresh topsoil from day 4 postpartum until the end of lactation (d 20). All piglets were weaned and transferred to a nursery facility without soil at d 20. Piglets were weighed and blood samples were collected at 11, 20, and 56 days of age. Additional information about the individual pigs (e.g., sex, weight) is provided in Supplementary Tables S1, S2 for mRNA and miRNA experiments, respectively.

### Blood Collection and Isolation of Peripheral Blood Mononuclear Cells

Whole blood samples (10 ml) were collected through venipuncture via jugular vena cava into EDTA tubes (BD Vacutainer^®^ K2EDTA-coated blood collection tube, Franklin Lakes, NJ) from piglets with median body weight (BW) in each litter at days 11, 20 (weaning), and 56 (the end of nursery) of age. PBMCs were isolated using Histopaque®-1,077 (MilliporeSigma, Burlington, MA) gradient centrifugation according to the manufacturer’s protocol and stored at -80°C until total RNA extraction.

### RNA Isolation and RNA-Sequencing Analysis

Total RNA was extracted with TRIzol^®^ using the Direct-Zol RNA Isolation Kit (Zymo Research Corp.), according to the manufacturer’s protocol. RNA quality was determined using an Experion RNA analysis kit (Biorad, Hurcules, CA) to determine RNA degradation using the RNA quality index (RQI) and RNA quantity was measured by fluorometer using a Qubit (ThermoFisher, Waltham, MA). Total RNA samples that passed quantity (100 ng/uL) and quality criteria (RNA quality indicator, RQI = 5.1–9.8) were utilized for sequencing. The RNA-Seq analysis was conducted using Illumina HiSeq4000 chemistry at the Beijing Genomics Institute (BGI) Americas (BGI, Shenzhen, Guangdong, China). Small RNA and mRNA libraries were constructed from the total RNA samples for 50-bp single-end sequencing.

### Bioinformatics Analyses

Sequence read quality was evaluated with FastQC version0.11.3 (Andrews and Babraham Bioinformatics, 2010) and adaptors and low-quality reads were trimmed using Trim Galore version 0.4.5 (Krueger, 2015). Sequence reads from mRNA libraries were aligned to the Sscrofa 11.1 reference genome using the STAR alignment software version 2.5.4a (Dobin et al., 2013). The number of read counts for each transcript was quantified with FeatureCounts version 2.0.3 (Liao et al., 2014). To determine miRNA expression levels, sequence reads were aligned to the Sscrofa11.1 reference genome using miRDeep2 (Friedländer et al., 2008).

### Differential Expression Analysis

Prior to analysis, data were filtered to remove unexpressed (i.e., genes with 0 read counts) and lowly expressed genes. Lowly expressed genes were defined as those not present in 24 of 36 mRNA or 17 of 39 miRNA samples, and with an average expression >2 reads/sample. To account for differences in library size, all samples were normalized using the 75% Quantile method (Bullard et al., 2010). Differential expression analysis was performed with PROC Glimmix of SAS (SAS Institute Inc., 2013) using a negative binomial distribution to fit the model:

$$y_{ijklmno}=treatment_{i}+lane_{j}+RQI_{kl}parity_{m}+age_{k}+litter\;size_{l}x\;age_{k}+litter\;size_{l}+e_{ijklmno},$$

where y = normalized expression value for each sample k; treatment i = topsoil or control; lane j = sequencing lane 1, 2 or 3; RQI = RNA quality score for each sample k from each individual l; parity m = parity of the piglet’s sow (1–4); age = age of piglet at sample k = d 11, d 20, or d 56; sex n = male or female, litter size = number of piglets within piglet’s litter (range: 5–17), and e = random residual error. In addition, pig was included as a random effect to account for the repeated measure across age. The same model was fit for miRNA, except that only one lane was used for sequencing, so no lane effect was needed. For both the mRNA and miRNA analyses, we focused on identifying genes that changed in expression overtime in response to early-life topsoil exposure (i.e., treatment *vs*. age interaction). To account for multiple testing, q-values were calculated in R using the q-value package (Storey et al., 2019) to determine the false discovery rate (FDR) for gene lists. Significant differentially expressed (DE) genes were declared at q < 0.10.

### Co-Expression Network Analysis

To identify pathways of genes that may be impacted by the early-life topsoil exposure treatment, co-expression network analysis was conducted. Co-expression networks were built separately for the control and topsoil mRNA and miRNA groups, respectively, using the Weighted Gene Co-expression Network Analysis (WGCNA) methods and associated R package (Langfelder and Horvath, 2008). The RNA-seq count data were normalized using the Trimmed Mean of M-values method (TMM) in the edgeR package (Robinson et al., 2009). Four network analyses were performed to compare the network modules (putative pathways) between control and topsoil treatments for both the mRNA and miRNA expression data. Spearman’s correlation coefficients were used to obtain the pairwise similarity between gene expression profiles in a signed co-expression network. The soft threshold chosen was β = 14 for all four analyses performed. The minimum module size chosen was 25 and 5 transcripts per module for mRNA and miRNA networks, respectively.

### miRNA:mRNA Module Interactions

To determine the potential miRNA regulation of mRNA pathways, we identified miRNA modules statistically associated with mRNA modules. Spearman correlations were calculated between eigen values for mRNA and miRNA modules and correlation p-values were adjusted to control the FDR using the R package psych version 1.8.10 (Revelle, 2018). To discover individual mRNA or miRNA that may be regulating pathways, mRNAs and miRNA showing higher connectivity within a module were identified as possible hub genes based on module membership (MM) values. The MM values >0.9 were selected as candidate hub (regulator) genes. We used TargetScan to retrieve the known target genes for each miRNA contained within the modules. Only the correlated target genes for the corresponding miRNA within in the correlated miRNA:mRNA module were kept for ontology enrichment analysis.

### Functional Annotation (Ontology Enrichment) Analysis

Biological processes and molecular pathways that differ in response to early-life topsoil treatment were identified using gene ontology enrichment analysis. Functional analysis was carried out using the human orthologues genes since more complete annotation information is available for human genes. Biomart (Durinck et al., 2009) was used to retrieve *Homo sapiens* orthologues for all expressed genes, where orthologues were defined as DNA sequences with >60% nucleotide similarity. Enriched pathways and biological processes were enriched for the DE gene list and miRNA target gene list using the Cytoscape plugins ClueGO v. 2.5.3 and CluePedia v. 1.5.3 (Bindea et al., 2009). The background (reference genes) used in the enrichment analysis were set as all expressed genes in PBMCs from our samples. Biological process gene ontology (GO) terms (GO tree level ≥5) were considered significantly enriched within the gene list at a *p* ≤ 0.05 Benjamini and Hochberg corrected p-value. After identifying the gene-GO matrix, ClueGo clusters similar GO terms into functional groups based on the association strength between the ontology terms, using a kappa score (≥0.5). Group *p*-values were calculated using the number of unique genes found from the uploaded gene list that were statistically associated with the ontology terms included in the group and the total number of unique genes associated with those terms. *p*-value was adjusted using Benjamini and Hochberg (BH) (p-value < 0.05). Enrichment of KEGG pathway terms from small RNA target genes was conducted using the DIANA-miRPath, v3.0 software (Vlachos et al., 2015). Predicted targets were identified using the DIANA-microT-CDS Targets of miRNAs analysis, with default setting (Micro T threshold = 0.08, *p* < 0.05) and enrichment analysis methods (Fisher’s exact test).

## Results

### Evaluation of Sequence Quality

A total of 16.5 million sequence reads were mapped, on average, per sample for the mRNA libraries to the Sscrofa 11.1 reference genome. 

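For the mRNA libraries, the authors deposited the number of reads counted with FeatureCounts on each Ensembl gene, without normalization, in 36 columns. Each column is named by treatment, a number of the pig within its treatment, and age. One name of a control pig at day 20 stands on 2 columns, and both were left out, so that 34 columns were used. The total count per column was between 9150628 and 20726628, with a median of 13209769. HBB, a beta globin gene of red blood cells, held between 4.17% and 67.5% of the counts of a column, with a median of 47.0%. It held between 4.17% and 21.0% in the columns named topsoil at day 20 or day 56. In all other columns it held between 36.1% and 67.5%. This split follows the names, which the next checks put in doubt, so it was not read as a difference between treatments or ages. The names of the columns were checked against Supplementary Table S1 with the counts of KDM5D and EIF1AY, which lie on the Y chromosome and are transcribed in males. The summed counts of these 2 genes fell into separate ranges, at most 0.373 CPM in the columns without Y-linked RNA and between 11.3 and 74.8 CPM in the 17 columns with it. These counts went against the sex of the named pig in 15 of the 34 columns and matched it in 19. Of the 12 named pigs, 9 had Y-linked RNA at some ages and none at others. In 10 columns, the total count was larger than the number of uniquely mapped reads that Supplementary Table S1 gives for the named library. The treatment and age of the mRNA columns were therefore treated as not known, and differences between treatments or ages were not analysed here for mRNA.

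**Figure D1:**
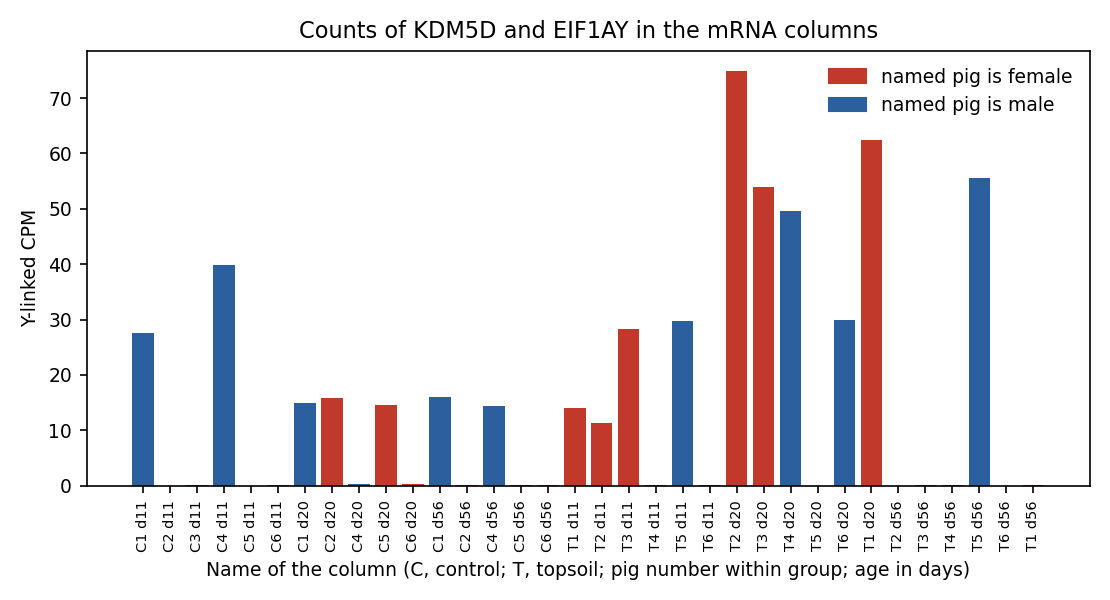
Summed CPM of KDM5D and EIF1AY in each of the 34 mRNA columns used, in the order of the table. Bars are coloured by the sex that Supplementary Table S1 gives for the pig in the name of the column. Bars of pigs named as female reach 74.8 CPM, and several pigs named as male have no visible bar.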

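Small RNA libraries were made from the PBMCs of 13 pigs, 8 control and 5 exposed to topsoil, each sampled at day 11, day 20 and day 56, which gives 39 libraries. Piglets of the topsoil treatment had topsoil in the pen from day 4 to day 20. The authors deposited the miRDeep2 counts of each mature miRNA without normalization. The total count per library was between 2570910 and 14311898. These totals include every entry of the table, and some mature miRNAs have several. With one entry per mature miRNA, the totals were between 1634831 and 13494765, and a single miRNA, miR-486, took 76.2% of them, from 11.79% to 95.49% per library. Over every entry of the table its share was 66.0%. The counts of all other miRNAs together were between 389906 and 6343113 per library, which limits the precision of their values more than the total does. In the control pigs, the share of miR-486 over one entry per mature miRNA was 88.6% ± 8.5 (SD, n = 8) at day 11, 78.6% ± 12.5 (SD, n = 8) at day 20 and 46.4% ± 21.5 (SD, n = 8) at day 56. In the topsoil pigs, it was 87.1% ± 7.09 (SD, n = 5), 87.8% ± 8.66 (SD, n = 5) and 34.4% ± 15.6 (SD, n = 5) at the same ages. The treatment and age of each library were taken from the name of its column, which matches the sample descriptions and Supplementary Table S2. The separate sample characteristics give the same treatment for 19, the same age for 14, and both for 6 of the 39 libraries. The total count plus a further count of miR-486 was between 98.8% and 100.0% of the mapped reads in Supplementary Table S2 for every named library, and 0 of 10000 shuffles of the names came as close. The library with the most similar miRNA profile had the same named age for 24 of the 39 libraries, against a median of 12 when ages were shuffled. This count was not split by age, so it does not show that day 11 and day 20 were told apart. Counts were scaled by the 75% quantile and fitted with edgeR's quasi-likelihood method, with pig as a block and age and RQI as further terms. The treatment by age interaction was tested with Benjamini-Hochberg adjustment at a false discovery rate of 0.10.

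**Figure D2:**
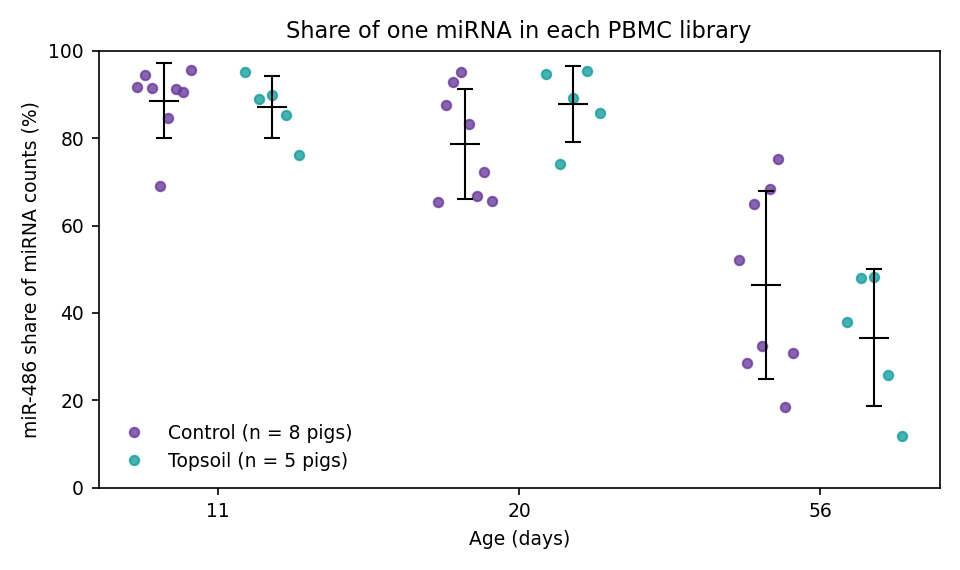
Share of miR-486 in the miRNA counts of each library (%, one entry per mature miRNA) by age (days) and treatment, with one point per pig and the mean ± SD in black. The shares lie between 65.47% and 95.49% at days 11 and 20, and between 11.79% and 75.32% at day 56.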

A total of 13 million sequence reads were mapped, on average, per sample for the miRNA libraries. After applying zero and low expression filters, a total of 14,316 transcripts were available for differential expression analysis in SAS. 

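Of the genes in the mRNA count table, 14309 had a mean above 2 reads over the 34 columns used. A gene with a read in at least 24 of the 36 libraries has one in at least 22 of these columns. This held for 14085 genes, and the gene found in the fewest columns had a read in 11. The Ensembl identifiers of 11323 genes matched a gene symbol.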

All sequencing statistics are available in Supplementary Tables S1, S2.

### Differentially Expressed Genes (mRNA), Enriched Biological Process, and Pathway Annotations Identified in Response to Early-Life Topsoil Exposure

A total of 138 genes were identified as DE for the treatment by age interaction (q < 0.10). The full list of DE genes and associated statistics are available in Supplementary Table S3. A heat map displaying the expression levels of DE genes is provided in Figure 1A. Trends in gene expression patterns observed over time when comparing the topsoil treatment to control for all DE genes are shown in Supplementary Figures S1–S6 for all the DE genes. To better understand the function of the DE mRNAs, GO enrichment analysis was performed using the DE genes that had annotations for human orthologues (109 of 138 DE genes). A total of 59 GO terms were identified as statistically enriched for specific biological terms (p-adjusted < 0.05; Figure 1B, Supplementary Table S4). Forty-three of these GO terms were clustered into 13 groups with similar GO term biological processes (BP) (Figure 1B). The most statistically significant ontology term was platelet degranulation (adjusted *p* < 0.01). The three largest clusters of enriched GO terms (Groups 1, 2, and 12; Figure 1B) were involved in processes related to functionality or components of the immune system. Four additional gene ontology groups identified were also known to be involved in immune system, including the terms microtubule-based protein transport (group 4), integrin-mediated signaling pathways (group 8), positive regulation of peptidyl-tyrosine phosphorylation (group 9) and positive regulation of cell-substrate adhesion (group 13). The genes in these seven combined ontology term groups had higher levels of transcript abundance at day 20 in topsoil-treated animals (with the exception of *IFT20* and *OPTN*; Figure 1C). A total of 15 out of 28 genes in these ontology groups exhibited higher levels of transcript abundance in the control piglets at days 11 and 56. Although the DE genes *CD3D* and *TRBV30* were not included in these ontology term groups, they also had higher expression in topsoil-treated piglets at day 20 in the same pattern observed in the seven ontology groups identified. Since *CD3D* and *TRBV30* play a major role during immune response as components of the T-cells receptor (TCR) complex, they are also highlighted in Figure 1C. Other statistically significant ontology terms (adjusted *p* < 0.05) included: negative regulation of insulin secretion, positive chemotaxis, BMP signaling, SMAD signaling, iron ion transport, and homeostasis and glucan metabolic process.

**FIGURE 1:**
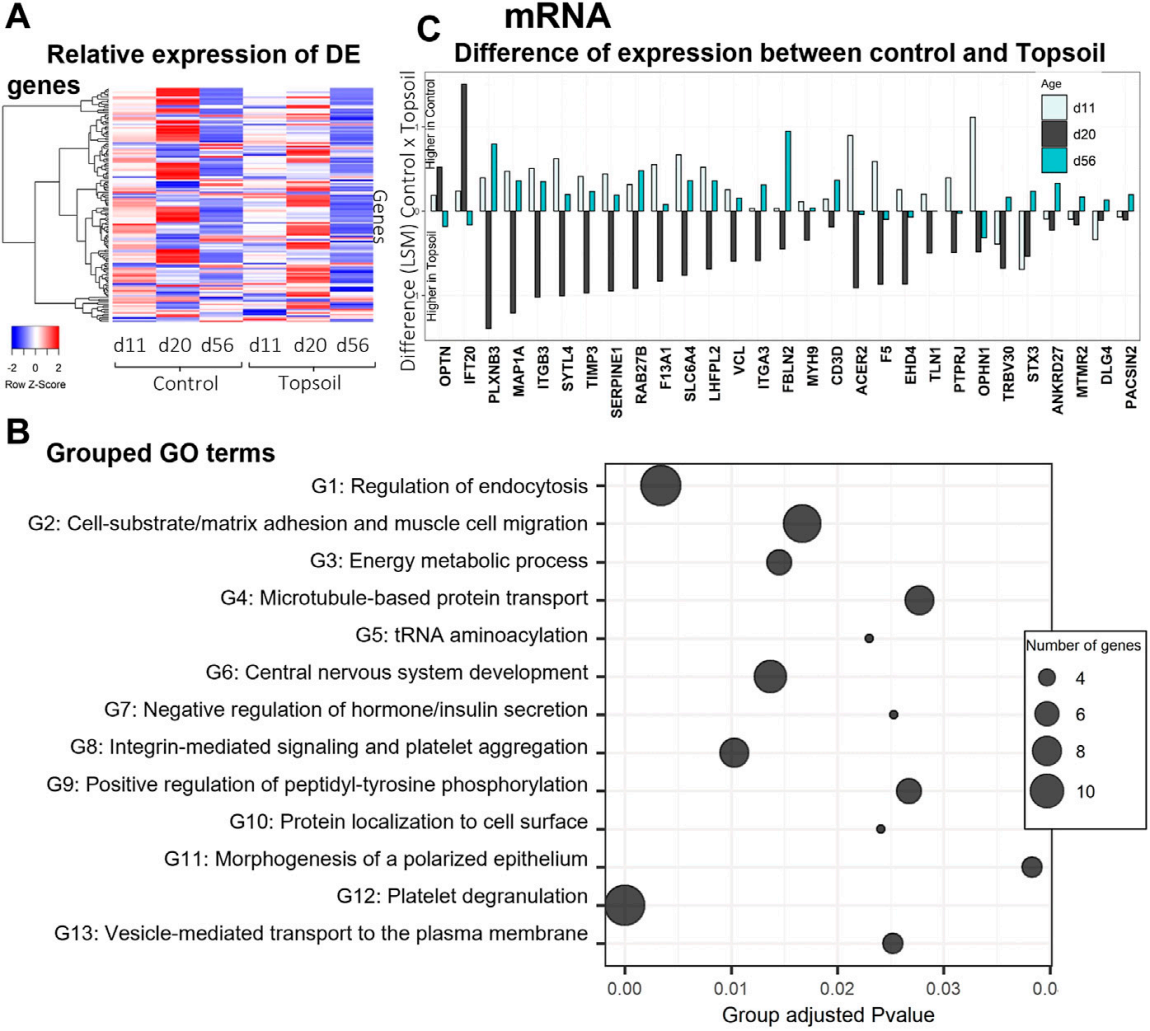
Gene expression and gene ontology (GO) enrichment analysis of the differentially expressed (DE) mRNA in response to topsoil treatment **(A)** A heatmap comparison of the expression of the DE mRNAs across time and treatment (control *vs.* topsoil) in peripheral blood mononuclear cells (PBMCs.). The three timepoints correspond to when pigs were still exposed to topsoil in the nursery (d 11) and at weaning (d 20) as well as after topsoil was removed at the postweaning (d56) timepoint. The heat map shows the clustered relative gene expression (least squares mean–LSM) for control and topsoil treatments by age (day of life/age of piglet: 11, 20, and 56) **(B)** Visualization of the number and significance of grouped gene ontology (GO) terms identified using the DE genes in ClueGo software. The group p-values (provided on the *x*-axis) were calculated using the list of unique DE genes and adjusted using a Benjamini and Hochberg correction (BH). *p*-values were considered significant at BH adjusted p-value < 0.05. The size of the bubbles represents the number of genes clustered in the ontology term group **(C)** A histogram showing the difference in transcript abundance between the control and topsoil treatment at days 11, 20, and 56 for selected genes with ontology terms related to functionality or components of the immune system. Differences in mRNA abundance were estimated using the LSM between control and topsoil treatments at each specific time point (piglet age). Positive differences (above zero) means higher abundance in the control group while negative differences (below zero) mean higher in topsoil group.

### Differentially Expressed miRNA, Enriched Biological Process, and Pathway Annotations Identified in Response to Early-Life Topsoil Exposure

A total of 542 miRNAs were identified by miRDeep2 software. After filtering for annotations, a total of 254 miRNAs were used for the statistical analysis. 

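The miRNA count table has 479 entries, one for each mature miRNA and precursor, with 457 different mature names. Where a mature name had several entries, the one with the largest total was kept. At least 1 read was counted for 317 mature miRNAs. A read in at least 17 libraries and a mean above 2 reads was found for 209 of them, and these were tested. With every entry of the table kept, 230 entries met the same limits.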

Twenty-one unique miRNAs were identified as DE for the treatment by age interaction (q < 0.10; miRNA DE results are listed in Supplementary Table S5). 

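For the treatment by age interaction, 0 of the 209 miRNAs had an adjusted p-value under 0.10, and the smallest adjusted p-value was 0.468 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 20 miRNAs, where 10.5 are nominally expected with no difference. Over 100 splits of the pigs, a count chosen after the result was seen, the median of the other splits was 6. Of the 100, 4 had 20 or more, the real split included. All 21 miRNAs of Supplementary Table S5 were among those tested. Of these, 0 passed over all miRNAs tested, 12 passed when adjusted over the list alone, and 11 had an unadjusted p under 0.05. The list was chosen by the study on these samples, so the count over the list alone is not independent evidence. Of the 20 miRNAs with the smallest p-values, 11 are in Supplementary Table S5. With pig as a random effect and sex and parity added in limma's voom method, 30 miRNAs had an unadjusted p under 0.05 and 1, miR-1306-5p, passed the false discovery rate. With scaling by total counts only, 7 had an unadjusted p under 0.05 and 0 passed.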

A heat map displaying the expression levels of DE miRNA is provided in Figure 2A. Trends in miRNA expression patterns observed over time when comparing treatments are shown in Supplementary Table S7. 

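The miRNAs with the smallest p-values of the interaction in the deposited counts were miR-424-3p, miR-660, miR-1306-5p, miR-1285 and miR-22-3p, in this order, each with an adjusted p-value of 0.468 (edgeR's quasi-likelihood test). The mature miR-1306-5p lies on chromosome 14 of Sscrofa11.1 from 51473925 to 51473946, within DGCR8 on the same strand. Its abundance in control pigs was 10.1 ± 5.11 CPM (SD, n = 8) at day 11, 7.64 ± 3.32 at day 20 and 3.52 ± 2.55 at day 56. In topsoil pigs it was 4.37 ± 0.678 CPM (SD, n = 5), 1.53 ± 2.29 and 6.44 ± 1.61 at these ages, and 3 of the 5 topsoil libraries at day 20 had a count of 0. The extra change of miR-1306-5p from day 11 to day 20 in topsoil pigs was -3.29 on the log2 scale (standard error 1.70), and it stayed between -4.68 and -2.42 with each pig left out in turn. For miR-660, this extra change was -2.13 (standard error 0.75), with 25.8 ± 8.57 CPM (SD, n = 8) in control and 9.35 ± 5.79 CPM (SD, n = 5) in topsoil pigs at day 20. For miR-126-5p, which is annotated within EGFL7 on an unplaced scaffold, it was -2.98 (standard error 2.07), with an interaction p of 0.0911 and an adjusted p of 0.541 from edgeR. Without RQI in the model it was -1.2. At day 20, miR-126-5p had a count of 0 in control replicate 3 and topsoil replicates 1, 4 and 5. The same topsoil libraries had 0 for miR-1306-5p. At day 11, control replicates 6 and 8 and topsoil replicate 1 had 0 for miR-126-5p. For miR-1285 the extra change was -2.92 (standard error 2.21), but 19 of the 39 libraries had at most 3 counts of it. For miR-1468, the extra change was 1.52 (standard error 1.56), with an interaction p of 0.207 and an adjusted p of 0.681 from edgeR. For miR-424-3p, all 5 topsoil libraries had a count of 0 at days 11 and 20, so no fold change is given, and 23 of the 39 libraries had at most 3 counts.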

The five most significantly DE miRNA included miR-1306, miR-660, miR-126, miR-1285, and miR-1468. Notably, six of the miRNAs identified as DE had gene annotations related to functionality or components of the immune system. To better understand the function of the DE miRNAs, enrichment analysis was performed using the KEGG ontology to identify enriched pathways that may be affected by these miRNAs (Figure 2B, Supplementary Table S6). Enrichment analysis identified 32 different pathways associated with these miRNAs. Of these 32 pathways, seven were directly associated with disease phenotypes and seven were associated with cellular signaling (i.e., neurotrophin signaling to Ras pathway signaling). Additional commonly enriched KEGG pathways were neurological signaling (4 pathways) and development (3 pathways). In total, these KEGG pathways included 11 of the DE miRNAs miR-126–5p, miR-1306–5p, miR-143–3p, 148b-5p, miR199a-3p, miR199b-3p, miR-22–3p, miR26b-5p, miR-296–3p, miR545–5p, miR-628–5p. Most of these 11 miRNAs showed higher abundance at day 20 in piglets exposed to topsoil, except for miR-143–3p, miR-296–3p, and miR-22–3p, as shown in Figure 2C.

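In the deposited counts, 9 of these 11 miRNAs were lower and 2 higher in topsoil than in control pigs at day 20, in a comparison of the 8 control and 5 topsoil libraries of that age. The higher ones were miR-143-3p, with a log2 fold change of 1.20 (standard error 0.62), and miR-296-3p, with 0.19 (standard error 0.34). Among the lower ones, the log2 fold change was -2.85 (standard error 1.52) for miR-545-5p, -0.89 (standard error 0.26) for miR-22-3p and -0.59 (standard error 0.26) for miR-26b-5p. The entries of miR-199a-3p and miR-199b-3p hold the same counts, so they are not separate measurements. The median log2 fold change of all 209 miRNAs at day 20 was -0.24, and it was -0.03 with TMM normalization and -1.03 with scaling by total counts only. With TMM normalization miR-199a-3p and miR-199b-3p changed to 0.09, which gave 7 lower and 4 higher, and by total counts all 11 were lower. None of the 11 had an adjusted p-value under 0.10 at day 20 in edgeR's quasi-likelihood test, and across all miRNAs 1 passed, miR-375, which was singled out after its values were seen. Its log2 fold change was 7.59 (standard error 1.49, adjusted p = 0.0150 from edgeR), but the topsoil counts were 808 and 338 in the libraries of 2 pigs and at most 1 in the other 3. Without topsoil replicate 3 no miRNA passed, and the same held without control replicate 3, 6 or 7. At day 11, 8 of the 11 miRNAs were lower in topsoil pigs, but 5 of them without topsoil replicate 2. At day 56, 3 were lower, and this number was the same with each pig left out in turn. The paper states that most of the 11 were more abundant in topsoil-exposed piglets at day 20, with exceptions that include miR-143-3p.

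**Figure D3:**
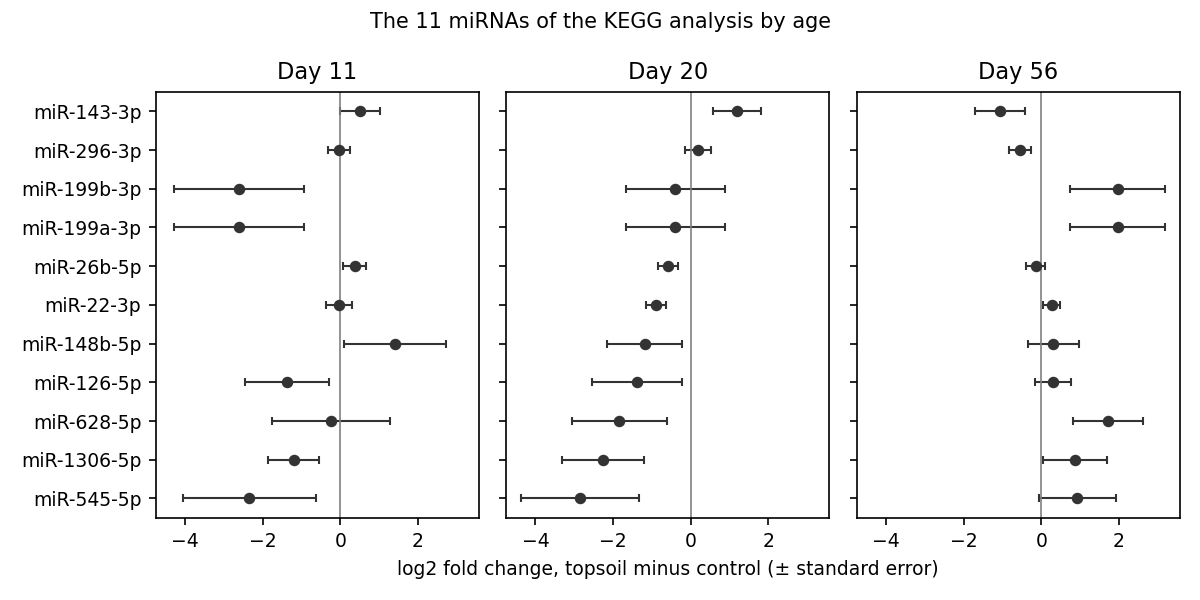
log2 fold change of topsoil against control for the 11 miRNAs of the KEGG analysis at days 11, 20 and 56, with points for the edgeR estimate from 8 control and 5 topsoil pigs and bars for the standard error. Points right of the line at 0 are higher in topsoil pigs. With 75% quantile scaling, 2 of the 11 lie right of the line at day 20 and 8 at day 56.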

**FIGURE 2:**
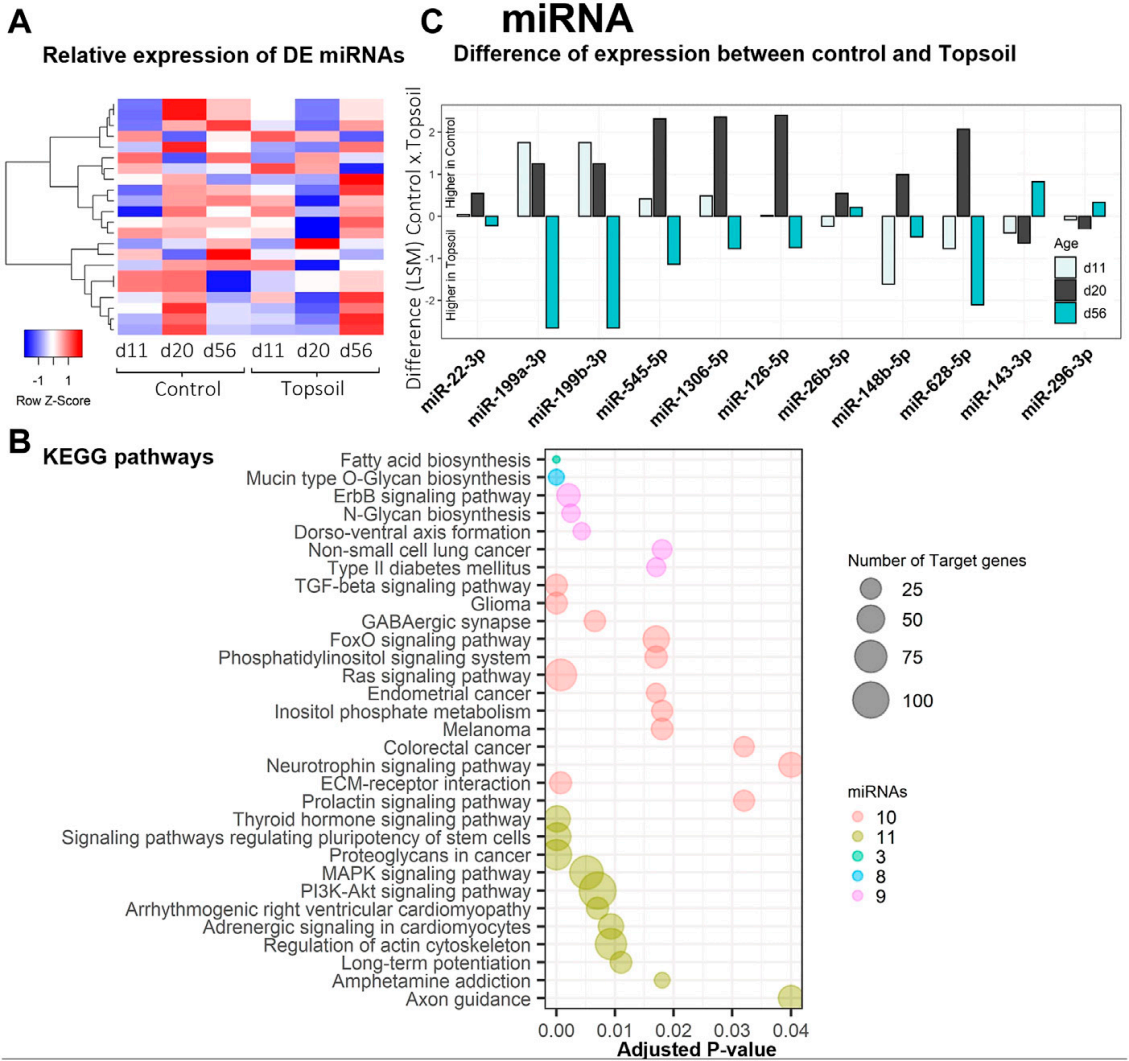
Gene expression and gene ontology (GO) enrichment analysis of the differentially expressed (DE) miRNA response to topsoil treatment **(A)** A heatmap comparison of the expression of the most highly DE miRNAs across time and treatment (control *vs*. topsoil) in peripheral blood mononuclear cells (PBMCs.) The three timepoints correspond to when pigs were still exposed to topsoil in the nursery (d 11) and at weaning (d 20) as well as after topsoil was removed at the postweaning (d56) timepoint. The heat map shows the clustered relative miRNA expression (least squares mean—LSM) for control and topsoil treatments by age (day of life/age of piglet: 11, 20, and 56) **(B)** Visualization of the number and significance of KEGG pathway terms identified by DIANA pathway ontology enrichment analysis of DE miRNA. The size of the bubbles represents the number of target genes clustered in the KEGG ontology term group. Bubbles were colored by the number of miRNAs enriched within an ontology group **(C)** A histogram showing the difference in abundance of miRNA expression between control and topsoil treatment at each time points of miRNAs clustered in the KEGG ontology. Differences in miRNA abundance were estimated using the LSM between control and topsoil treatments at each specific time point (piglet age). Positive differences (above zero) mean higher abundance in the control group while negative differences (below zero) mean higher in topsoil group.

### Identification of mRNA and miRNA Modules

To determine coordinated (i.e., correlated) changes in gene expression in response to early-life topsoil exposure, gene co-expression network modules were identified using 14,316 mRNA genes and 185 miRNAs, separately. A total of 99 control mRNA modules and 144 topsoil mRNA modules were identified (Figures 3A,B). A total of 17 control miRNA modules and 22 topsoil miRNA modules were identified (Figures 3C,D). 

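Networks were built from the same 209 miRNAs, separately for the 24 control and the 15 topsoil libraries, as signed Spearman networks with a soft threshold of 14 and a minimum module size of 5. Modules were taken from the clustering tree at a fixed height of 0.95. The control network had 8 modules that held 62 miRNAs, the largest with 15. The topsoil network had 11 modules that held 141 miRNAs, the largest with 57. At a height of 0.90 there were 4 control and 10 topsoil modules. Of the 21 miRNAs of Supplementary Table S5, 3 were in control modules and 17 in topsoil modules. The groups differ in the number of pigs, so the control network was also built from each of the 56 sets of 5 of the 8 control pigs. These networks had a median of 12 modules, between 8 and 16, and 44 of them had at least as many modules as the topsoil network. They held between 100 and 139 miRNAs in modules, against 62 with all 8 control pigs and 141 in the topsoil network.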

We identified 22 DE genes as hub genes in control modules and 23 in topsoil modules (Supplementary Table S3). For miRNA, four DE miRNA were hub genes in control modules while eight were hub in topsoil modules (Supplementary Table S5).

**FIGURE 3:**
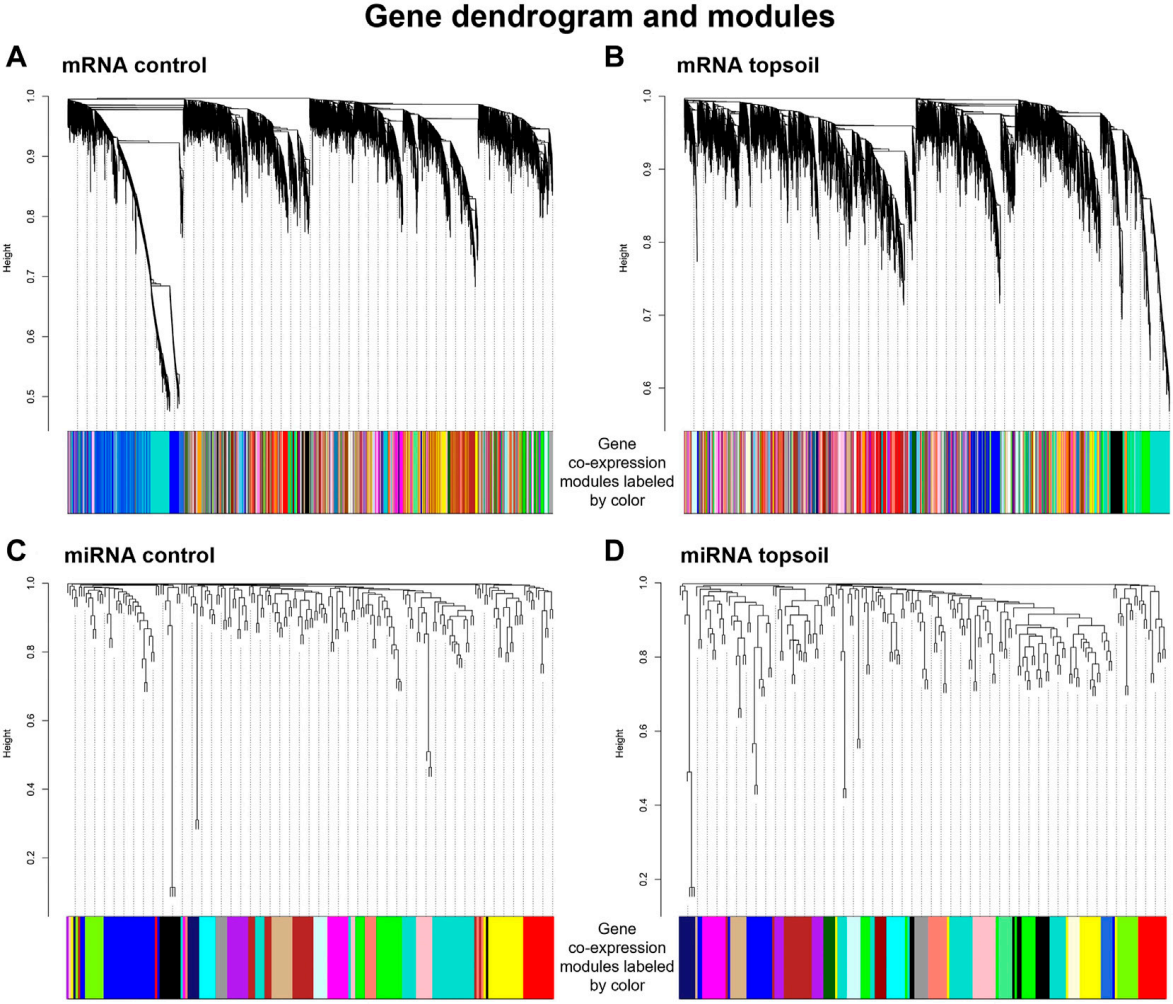
Gene co-expression modules identified for the mRNA control group **(A)**, mRNA topsoil **(B)** miRNA control **(C)** and miRNA topsoil **(D)** groups. Co-expression modules are differentiated by color. Each group of co-expression modules is accompanied with the corresponding gene dendrogram.

### Identification of miRNA:mRNA Module Interactions and Functional Analysis of Target Genes

To identify the potential regulation of mRNA by miRNA, miRNA:mRNA modules were identified. A total of 11 miRNA and mRNA module pairs were identified as significantly correlated (q-value < 0.05; Table 1). In the control group, only one pair of negatively correlated modules was identified (miR-blue:mRNA-turquoise). Five negatively and five positively correlated modules were identified in the topsoil group with some modules identified as correlated across multiple modules. For example, the topsoil miR-blue module was correlated to three different mRNA modules. The black, brown and salmon miRNAs modules were each correlated with two different mRNA modules. Only one mRNA module (turquoise) was correlated to multiple miRNA modules in topsoil. Table 2 summarizes the GO BP enrichment results for the four most highly correlated mRNAs modules with miRNA modules in the topsoil group. The complete list of enriched BPs is presented in Supplementary Table S7. Only seven out of 11 miRNA:mRNA pairs enriched for GO terms. The miRblack:black interaction showed the highest number of enriched BP, totalizing 204 BPs clustered in 36 groups, including pathways directly related to immune response, such as the groups lymphocyte homeostasis, natural killer cell-mediated cytotoxicity and regulation of T-cell receptor signaling pathways. The second highest enrichment was for the miRbrown:brown interaction with 36 BPs clustered in 10 groups including immunity-related pathways such as positive regulation of B-cell receptor signaling pathway and response to lipopolysaccharide. All the groups enriched for MiRblack:antiquewhite4 and miRblue:royalblue modules interaction were related to functionality or components of the immune system.

**TABLE 1:** Identification of correlated (q < 0.05) miRNA:mRNA modules. Modules are identified with colors names designated by WGCNA software within treatment group (topsoil or control). The number of miRNA (# miRNAs) and mRNA (# mRNA) within each module, correlation between module pairs (R), and significance of the correlation (q-value) are presented.

Treatment	miRNA Module	# miRNAs	mRNA Module	# mRNA	q-value	R
Control	miR-blue	25	turquoise	1,480	0.0018	−0.921
Topsoil	miR-salmon	8	turquoise	1,234	0.0485	−0.875
	miR-brown	14	brown	739	0.0485	−0.839
	miR-blue	15	royalblue	138	0.0485	−0.835
	miR-blue	15	sienna3	91	0.0485	−0.835
	miR-black	11	black	389	0.0485	−0.832
	miR-red	12	darkseagreen4	60	0.0485	0.825
	miR-salmon	8	thistle1	68	0.0485	0.825
	miR-blue	15	turquoise	1,234	0.0485	0.825
	miR-black	11	antiquewhite4	58	0.0485	0.853
	miR-brown	14	skyblue3	87	0.0485	0.853

**TABLE 2:** Summary of enriched Gene Ontology (GO) biological processes (BP) for four miRNA:mRNA co-expression interaction networks in the topsoil group. miRNA targets contained in the correlated mRNA module were used for the enrichment.

miRNA:mRNA module^a^,^b^	Target	Group GO-Term^c^	Group PValue (BH)^d^	N. BPs	N. Genes
	Genes^$^				
brown:brown	201	Positive regulation of B-cell receptor signaling pathway	0.0330	3	3
		Response to lipopolysaccharide	0.0079	1	12
		Response to progesterone	0.0233	1	3
		Peptide catabolic process	0.0198	1	3
		Negative regulation of DNA-dependent DNA replication	0.0244	1	3
		Regulation of keratinocyte proliferation	0.0233	1	3
		Protein glycosylation	0.0062	3	10
		Monocarboxylic acid catabolic process	0.0180	3	7
		Negative regulation of intracellular protein transport	0.0193	4	7
		Negative regulation of DNA biosynthetic process	0.0055	5	9
		Response to peptide hormone	0.0003	13	23
black:antiquewhite4	24	Negative regulation of cytokine biosynthetic process	2.1E-05	1	3
blue:royalblue	64	Interferon-gamma-mediated signaling pathway	0.0006	1	4
		Defense response to virus	7.2E-06	3	11
		Viral genome replication	0.0004	4	4
black:black	176	Lymphocyte homeostasis	0.0213	1	4
		Natural killer cell-mediated cytotoxicity	0.0241	1	3
		Regulation of T cell receptor signaling pathway	0.0356	1	3
		Virus receptor activity	0.0060	7	10
		Virion assembly	0.0006	9	14
		Protein serine/threonine phosphatase activity	0.0349	1	4
		Blood coagulation, fibrin clot formation	0.0121	1	3
		Regulation of glycoprotein metabolic process	0.0382	1	3
		Vesicle targeting	0.0201	1	5
		Activation of cysteine-type endopeptidase activity involved in apoptotic process	0.0394	1	4
		Neuropeptide signaling pathway	0.0099	1	4
		Regulation of G protein-coupled receptor signaling pathway	0.0346	1	5
		Regulation of cell shape	0.0112	1	7
		Antioxidant activity	0.0357	1	4
		Embryonic digestive tract development	0.0094	1	3
		Muscle filament sliding	0.0127	1	3
		Platelet degranulation	8.1E-06	1	12
		Cyclic nucleotide-dependent protein kinase activity	0.0178	1	3
		Artery development	0.0267	1	4
		Actomyosin structure organization	0.0129	2	10
		Cardiac muscle cell apoptotic process	0.0233	2	3
		Renal water homeostasis	0.0390	2	3
		Protein transport within lipid bilayer	0.0020	4	7
		Myotube differentiation	0.0202	4	6
		Calcium-mediated signaling using intracellular calcium source	0.0197	4	9
		Negative regulation of potassium ion transport	0.0116	4	9
		Platelet aggregation	0.0007	4	13
		Regulation of focal adhesion assembly	0.0201	5	5
		Regulation of muscle contraction	0.0001	6	14
		Rab protein signal transduction	0.0056	6	6
		Regulation of smooth muscle contraction	0.0004	7	10
		Cellular response to amino acid starvation	0.0195	8	10
		Chaperone-mediated protein complex assembly	0.0116	9	9
		Regulation of transmembrane receptor protein serine/threonine kinase signaling	0.0069	12	10
		Histamine secretion	0.0006	22	20
		ADP metabolic process	0.0056	28	15
		Positive regulation of hormone secretion	4.4E-06	42	37

a Individual miRNA, and mRNA, modules (i.e., highly correlated genes based on co-expression analysis) are identified with a unique color name.

b Only the four most highly correlated mRNAs, modules with miRNA, modules in topsoil group are showed in this summary table^**$**^ For each mRNA, module, genes that were the target of the associated miRNA, modules were used for the enrichment analysis in ClueGO.

c Biological process ontology terms directly related to immune function are highlighted in red.

d The group p-value was calculated using the list of unique genes found within the uploaded gene list. *p*-values were adjusted using a Benjamini and Hochberg correction (BH) (p-value < 0.05).

## Discussion

The objective of this study was to identify potential mechanisms controlling how the immune system is programmed in response to microbes and the environment. To understand how early-life exposure to less-hygienic conditions alters immune training, piglets were exposed to topsoil only from d 4-d 21 of life, which resulted in the modulation of gut microbiota and growth performance (Vo et al., 2017). To determine changes in immune signaling, PBMC mRNA and miRNA gene expression were analyzed over the first 56 days of life. The following passages provide potential explanations for the observed changes in PBMC gene expression in response to early-life topsoil exposure along with the potential limitations in the interpretation of this study.

Genes identified as DE indicate changes in the development of the immune system which under the parameters of this study may be in response to interactions with novel antigens or nutrient availability. This analysis identified DE genes associated with T-cell activation. The first two DE genes, *PTPRJ* and *ITGB3,* are known to be involved in the formation of the immune synapse or area of communication between a T cell and an antigen-presenting cell (APC). Both genes were upregulated at d 20 in the topsoil group (Supplementary Figure S1, Figure 1C) which may be in response to increased contact with microbes during the nursery phase from d 4 to d 21. Corroborating these results, Lin et al. (2004) found increased levels of *PTPRJ* in T cells upon activation in mice, indicating that this increase in the topsoil-exposed piglets may have elevated T-cell activation at d 20. Conversely, the lower levels of *PTPRJ* in naïve T cells in mice (Lin et al., 2004) indicate that the lower expression of *PTPRJ* in the control piglets at d 20, when the piglets were in higher hygienic conditions, results from lower antigen contact and probably higher naïve T cells.

Two of the identified DE genes makeup components of the T-cells receptor (TCR) complex, *TRBV30* and *CD3D,* are crucial to antigen recognition and initiation of cellular signaling. The diversity of paired alpha and beta chains of the TCR repertoire confers broad immune coverage against pathogens. Recent studies using next-generation sequencing have characterized the TCR repertoire of individuals. The TCR repertoire is composed of a diverse combination of alpha and beta TCR chains (Attaf et al., 2015), which may provide the pathogen exposure history and immunological memory of a given individual (DeWitt et al., 2018). *TRBV30* is one of the several genes encoding the V region of the variable domain of TCR beta chain which is responsible for recognizing specific peptides presented by APCs (Davis et al., 1995). The *CD3D* gene is associated with TCR chain activation after antigen recognition (Dave et al., 1997; Garcillán et al., 2021). Both *TRBV30* and *CD3D* exhibited similar trends of expression over time in this study. In piglets exposed to topsoil, expression levels increased from d 11 to d 20 and then decreased at d 56 (Figure 1C). In control piglets, expression levels decreased from d 11 to d 20 and increased at d 56. The increased expression at d 20 followed by a decrease at d 56 in the topsoil group as well as the delayed peak in the control piglets may indicate earlier development of the immune system in topsoil-exposed piglets compared with the control. Early-life exposure to topsoil may have provided microbes or other substances that resulted in these differences in gene expression that allow for faster response to future exposure of these microbes. Once ingested by the piglets, microbes and other constituents of the topsoil would interact with Paneth cells and APCs that stimulate the immune system.

Other DE genes with known function in immune response (i.e., *BMP8A, GPD2*, *PHKA1* and *PHKA2*) (Supplementary Figure S1) exhibited a similar pattern of expression, which may support the hypothesis that exposure to topsoil alters the timing or development of the immune system. Of particular interest, *BMP8A* is a transforming growth factor beta (TGF-β) superfamily member contained within a signaling pathway essential to activation and homeostasis of naïve CD4^+^ T cells (Martínez et al., 2015).

The ontology enrichment analyses identified pathways involved in T-cell activation, specifically those involved in the interaction between the T cell and the APC, including the formation of the interactive space between the two also known as the immunological synapse. The DE genes *STX3, PTPRJ*, *ITGB3, ITGA3*, *MYH9*, and *TLN1* were clustered in several GO terms related to processes involved in many aspects of the immune synapse and downstream signaling. These genes function in vesicle-mediated transport to the plasma membrane (GO:0098876), protein transport within plasma membrane (GO:0099632), microtubule-based protein transport (GO:0099118), integrin-mediated signaling pathways (GO:0007229), positive regulation of peptidyl-tyrosine phosphorylation (GO:0050731), and positive regulation of cell-substrate adhesion (GO:0010811). After T-cell receptor stimulation, cytoskeleton reorganization (actin and microtubules) is needed to adapt the cell conformation and formation of the synapse architecture (Valitutti et al., 1995; Martín-Cófreces and Sánchez-Madrid, 2018). Traffic through the membrane is important to regulate the activation of T cells by balancing the cellular localization of a wide type of components as receptors, signaling molecules or cytokines (reviewed by Soares et al., 2013). *STX3* has a putative role in the formation of the immune synapse of cytotoxic T cells as it is involved in protein trafficking involving vesicle fusion and exocytosis. STX3 co-localized with CD3 proteins which are components of TCR-CD3 complex on T-cell surfaces (Pattu et al., 2012). Two additional DE genes, *PTPRJ* and *ITGB3,* are known to be involved in the formation of the immune synapse and clustered in GO terms related to cell-substrate adhesion and regulation of tyrosine phosphorylation. The *ITGB3* gene plays a role in the immune synapse by encoding a subunit of specific integrins. Other DE genes involved in these processes include *ITGA3*, *MYH9,* and *TLN1* (Figure 1C, Supplementary Figure S1), all of which increase at d 20 in piglets exposed to topsoil suggesting that these genes support the formation of the immune synapse (Figure 1C).

An important finding in relation to the development of the immune system was the identification of mir-143 as DE in response to topsoil exposure over time (Figure 2C). 

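miR-143-3p lies on chromosome 2 of Sscrofa11.1 from 150578786 to 150578806, opposite in strand to IL17B, whose annotated gene spans it. Its abundance in control pigs was 89.98 ± 63.2 CPM (SD, n = 8) at day 11, 54.4 ± 36.8 at day 20 and 49.5 ± 54.2 at day 56. In topsoil pigs it was 127.7 ± 111.2 CPM (SD, n = 5), 125.2 ± 105.8 and 23.7 ± 17.0 at these ages. The spread between pigs was about as large as the means. The interaction had an unadjusted p of 0.0343 and an adjusted p of 0.490 from edgeR's quasi-likelihood test. The unadjusted p was 0.0215 with TMM normalization, 0.688 with total counts, 0.0965 with the level of miR-486 as a covariate, which was added after the data were seen, and between 0.0110 and 0.105 with each pig left out in turn, all from edgeR. It was 0.0145 from DESeq2, and 0.338 from limma with pig as a random effect and sex and parity added. In the edgeR fit with pig as a block, the change from day 20 to day 56 was -1.93 on the log2 scale (standard error 0.57, adjusted p = 0.0442 from edgeR) in topsoil pigs and -0.22 (standard error 0.44, adjusted p = 0.890 from edgeR) in control pigs. The extra change from day 11 to day 56 in topsoil pigs was -1.51 (standard error 0.71). The paper proposes a role of mir-143 in the development of the immune system, in part from its response to topsoil over time. It also draws on earlier work on memory T cells, on mir-143 as a hub miRNA, and on its negative correlation with an mRNA module. The enrichment of its target genes is a further ground, and the paper calls the network a putative driver.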

MicroRNAs are important regulators of gene expression with important roles in mediating the function of the immune system (Ma et al., 2011; Zhang et al., 2018). Typically, each miRNA suppresses gene expression in tens to thousands of mRNA transcripts to coordinate the use of pathways within the transcriptome (Gebert and MacRae, 2019). Previous studies indicate that overexpression of mir-143 may enhance the conversion of cytotoxic T cells into memory cells by reprogramming cellular metabolism (Zhang et al., 2018). In addition, mir-143 was identified as a candidate regulator of a miRNA-target co-expression network in response to topsoil and a hub miRNA within the brown miRNA module. It was also negatively correlated with a group of mRNAs (brown mRNA module) only in the piglets exposed to topsoil during early life. 

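In the topsoil network of the deposited counts, miR-143-3p was in a module of 13 miRNAs together with miR-296-3p. With the tree read at a height of 0.97 this module had 20 miRNAs and still held both, and at 0.90 the module of miR-143-3p had 6 miRNAs without miR-296-3p. In the control network, miR-143-3p was in no module at any of these heights. That network had 24 libraries against 15 and held 62 miRNAs in modules, where networks of 5 control pigs held between 100 and 139. The place of miR-143-3p in these smaller networks was not looked up. Its absence in control pigs can therefore not be told apart from the number of libraries. The topsoil module of 13 miRNAs also held miR-486, whose share fell from day 11 to day 56 in 13 of 13 pigs. The network pooled the libraries of all ages, so a shared change with age was not separated from other reasons for this module.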

Target mRNA genes within the miRNA:mRNA correlated modules containing mir-143 were enriched for biological processes and pathways such as response to lipopolysaccharide and positive regulation of B-cell receptor signaling pathway. Together, mir-143, the other hub miRNAs, and their co-expressed target genes in the brown module make up a miRNA-target network acting as a putative driver of the immune response in the animals exposed to topsoil in early life.

Analysis of mRNA-miRNA interactions also identified mir-29a-3p and mir-148–5p as potential regulators of gene expression only in topsoil-exposed pigs. Upon bacterial infection, mir-29a-3p has been identified to be downregulated in innate immune cells, such as natural killer and adaptive immune cells such as helper T cells and cytotoxic T cells (Ma et al., 2011). Targets of mir-29a-3p were enriched for regulation of mTOR signaling which has a role in the innate and adaptive immune system by regulating metabolism. As reviewed by Chi. (2012), mTOR signaling can act in different pathways affecting T-cell activation, differentiation, and immune homeostasis. The third interesting candidate miRNA-target network identified was driven by mir-148a-5p, which was negatively correlated to the royalblue module. The mRNA genes within the royalblue mRNA module were enriched for genes involved in response to type I interferon and interferon-gamma-mediated signaling pathway. Type I interferon is secreted by the innate immune cells after detection of the pathogen, but also can act in the adaptive immune response by stimulating antibody production of B cells or intensifying the T-cells function (Reviewed by Ivashkiv and Donlin, 2014).

## Conclusion

Understanding the role hygienic environments have on host gene expression is important in our understanding of the development of the immune system. The findings of this study indicate that early-life exposure of piglets to topsoil impacts both mRNA and miRNA expression in PBMCs, particularly genes and miRNA involved in the development of T cells and their ability to interact with antigen-presenting cells. Key regulatory genes identified include: *PTPRJ, ITGB3, TRBV30, CD3D*, mir-143, mir-29, and mir-148a. While these results need to be interpreted with caution as they represent only a snapshot in time across a small window of time from a subset of peripheral immune cells, these results support the current hygiene hypothesis in that less-hygienic environments during early life contribute to the development of the immune system. However, additional studies are needed to characterize how topsoil exposure may impact gene expression within the gut and impact gut phenotypes critical to animal health.

## Data Availability

The RNA-Seq data set generated and analyzed during the current study is available in the NCBI’s Gene Expression Omnibus (GEO) under accession numbers GSE205321.

# Supplementary material for: Early-Life Exposure of Pigs to Topsoil Alters miRNA and mRNA Expression in Peripheral Blood Mononuclear Cells
**Source:** Front Genet. 2022 Aug 23;13:886875. doi: 10.3389/fgene.2022.886875
**Supplement:** Supplementary file 1

**Early life exposure of pigs to topsoil alters miRNA and mRNA expression in peripheral blood mononuclear cells**

**M. M. de Souza^1^, D. A. Koltes^1^, H. Beiki^1^, M. A. Sales^2^, T. Tsai^2^, C. V. Maxwell^2^, J. Zhao^2^, and J. E. Koltes^1*^**

**Supplementary Figures** below display the change in gene expression in piglet periferal blood mononuclear cells (PBMCs) observed over time for the differentially expressed (DE) mRNA and miRNA (q < 0.10) in the comparison of topsoil exposure during early life (d4 to d20) compared to control (no exposure.)

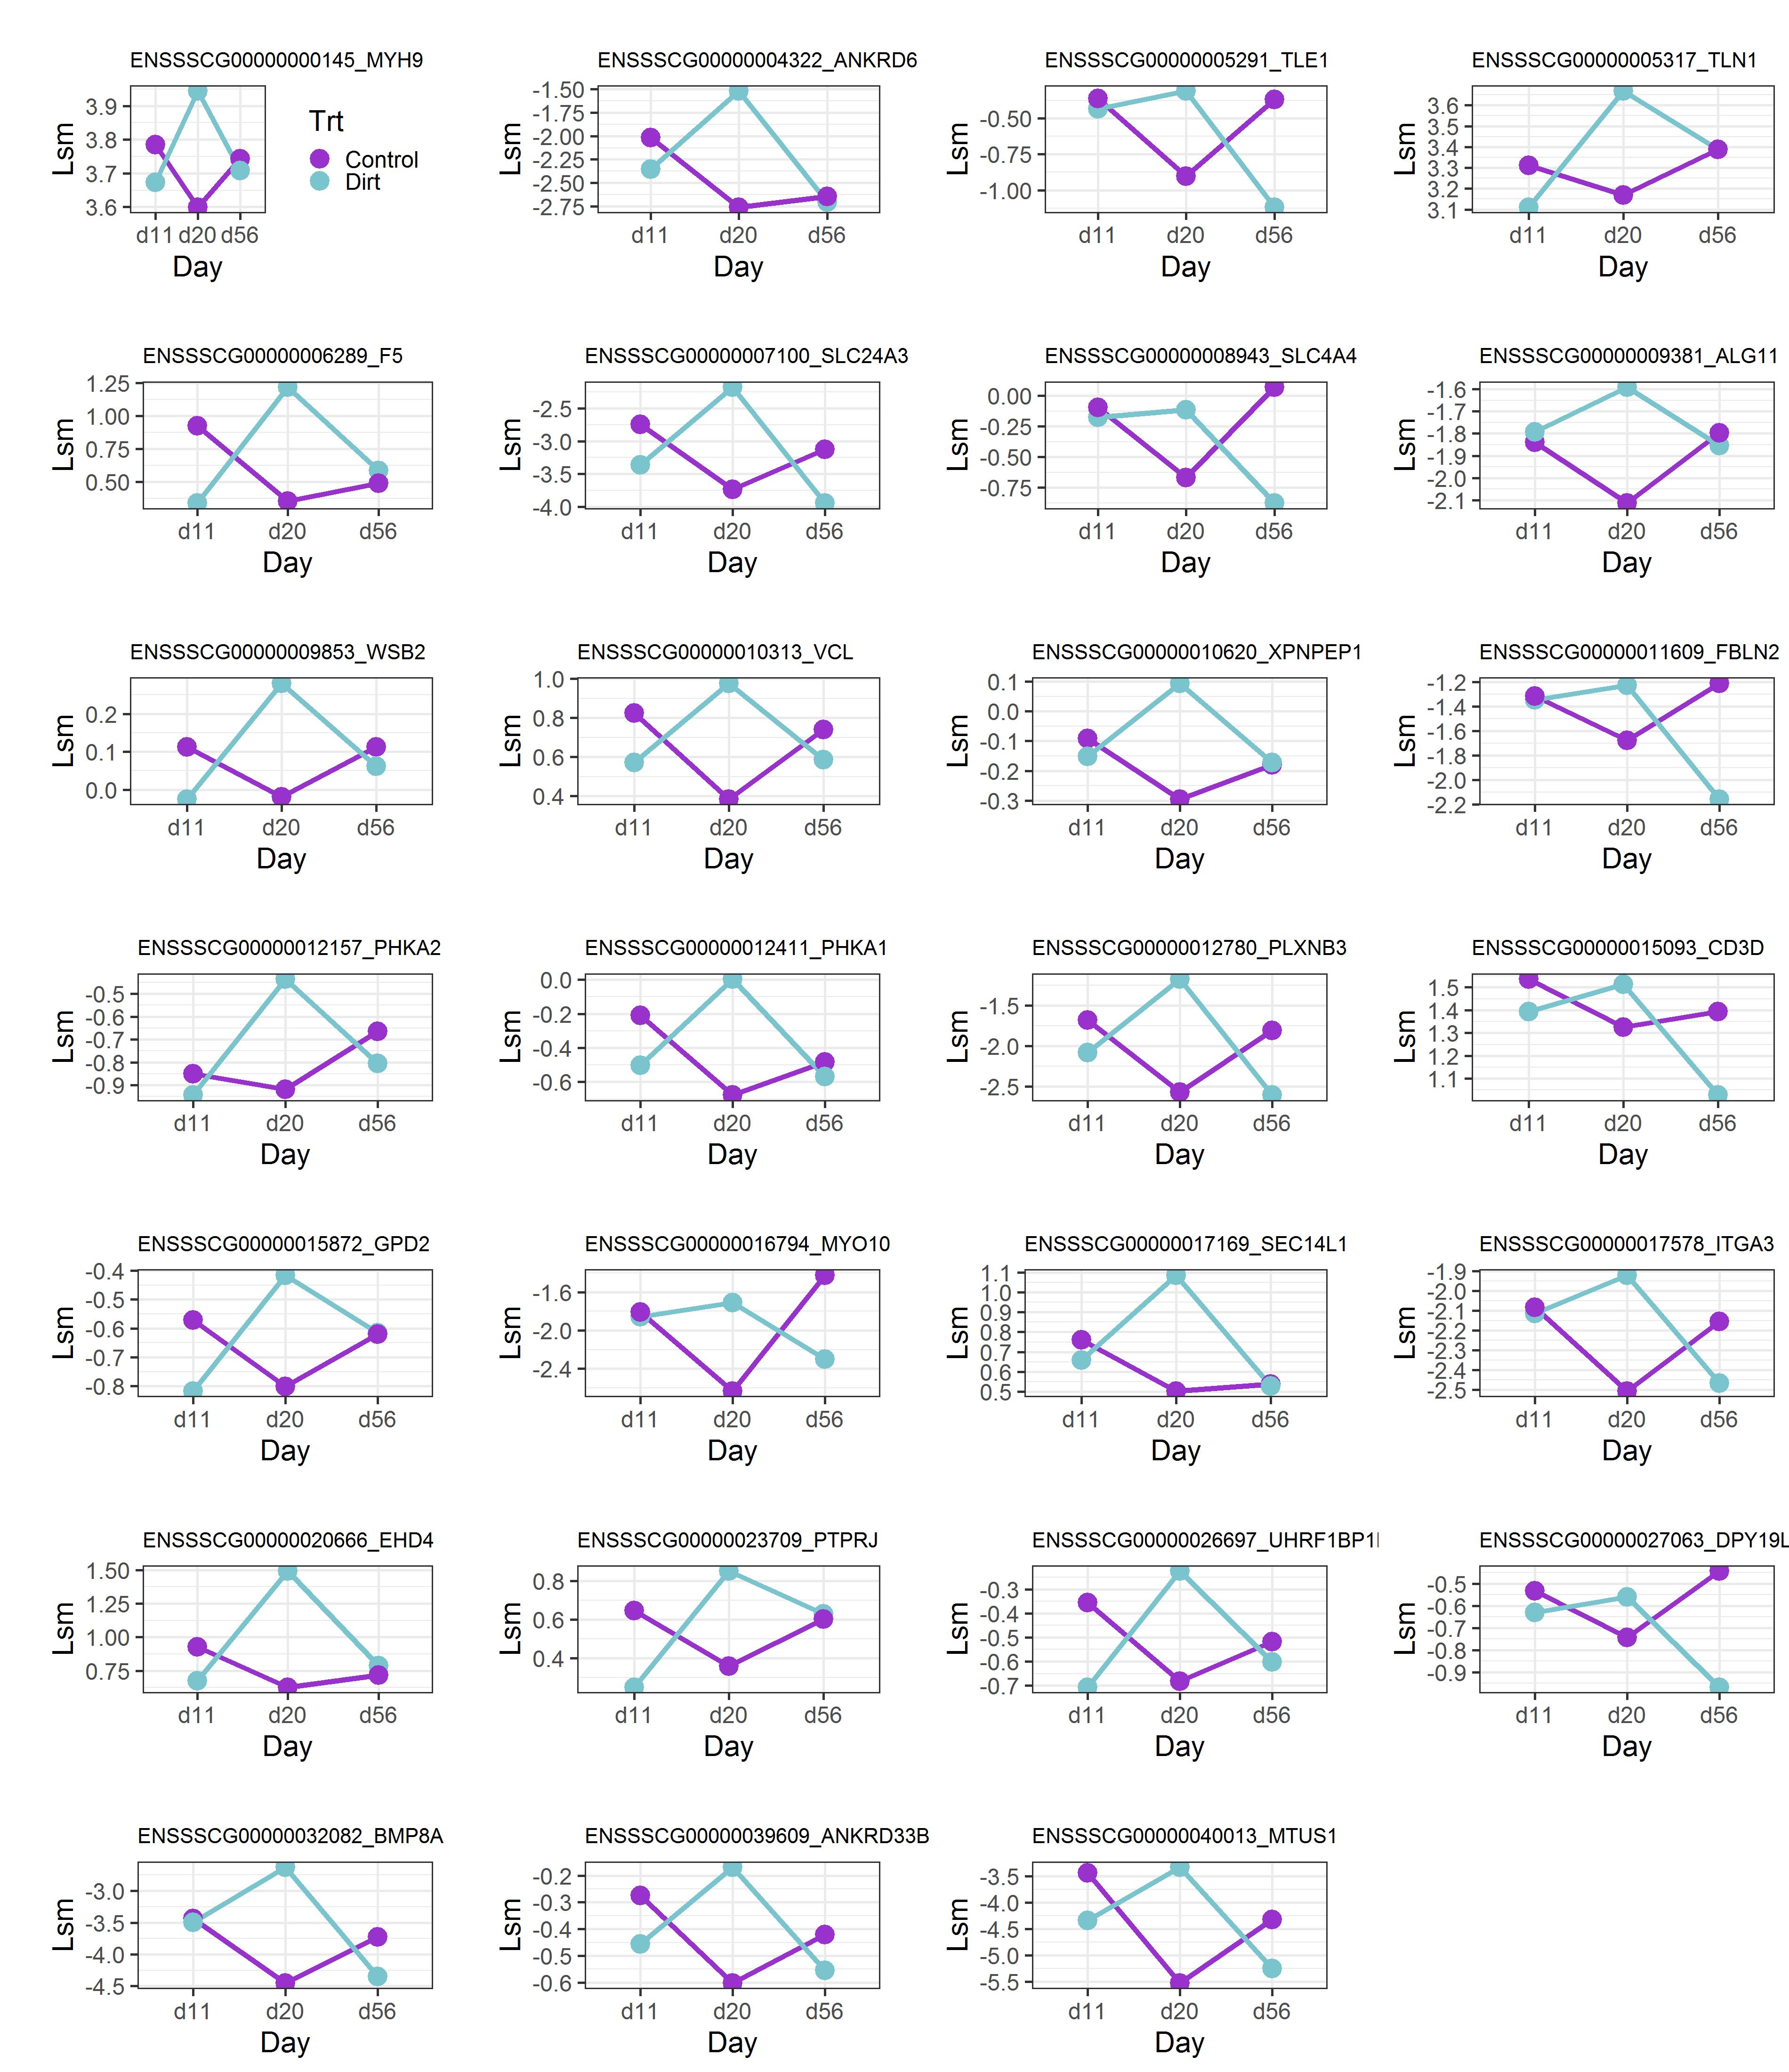

**Supplementary Figure S1.** Changes in relative gene expression (least square means) of 27 differentially expressed genes when comparing the topsoil to control treatment. These genes exhibit similar patterns of gene expression across time-points, with animals exposed to topsoil exhibiting an increase in expression from d 11 to d 20 and decrease at d 56. Control animals exhibit the opposite trend in gene expression patterns. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

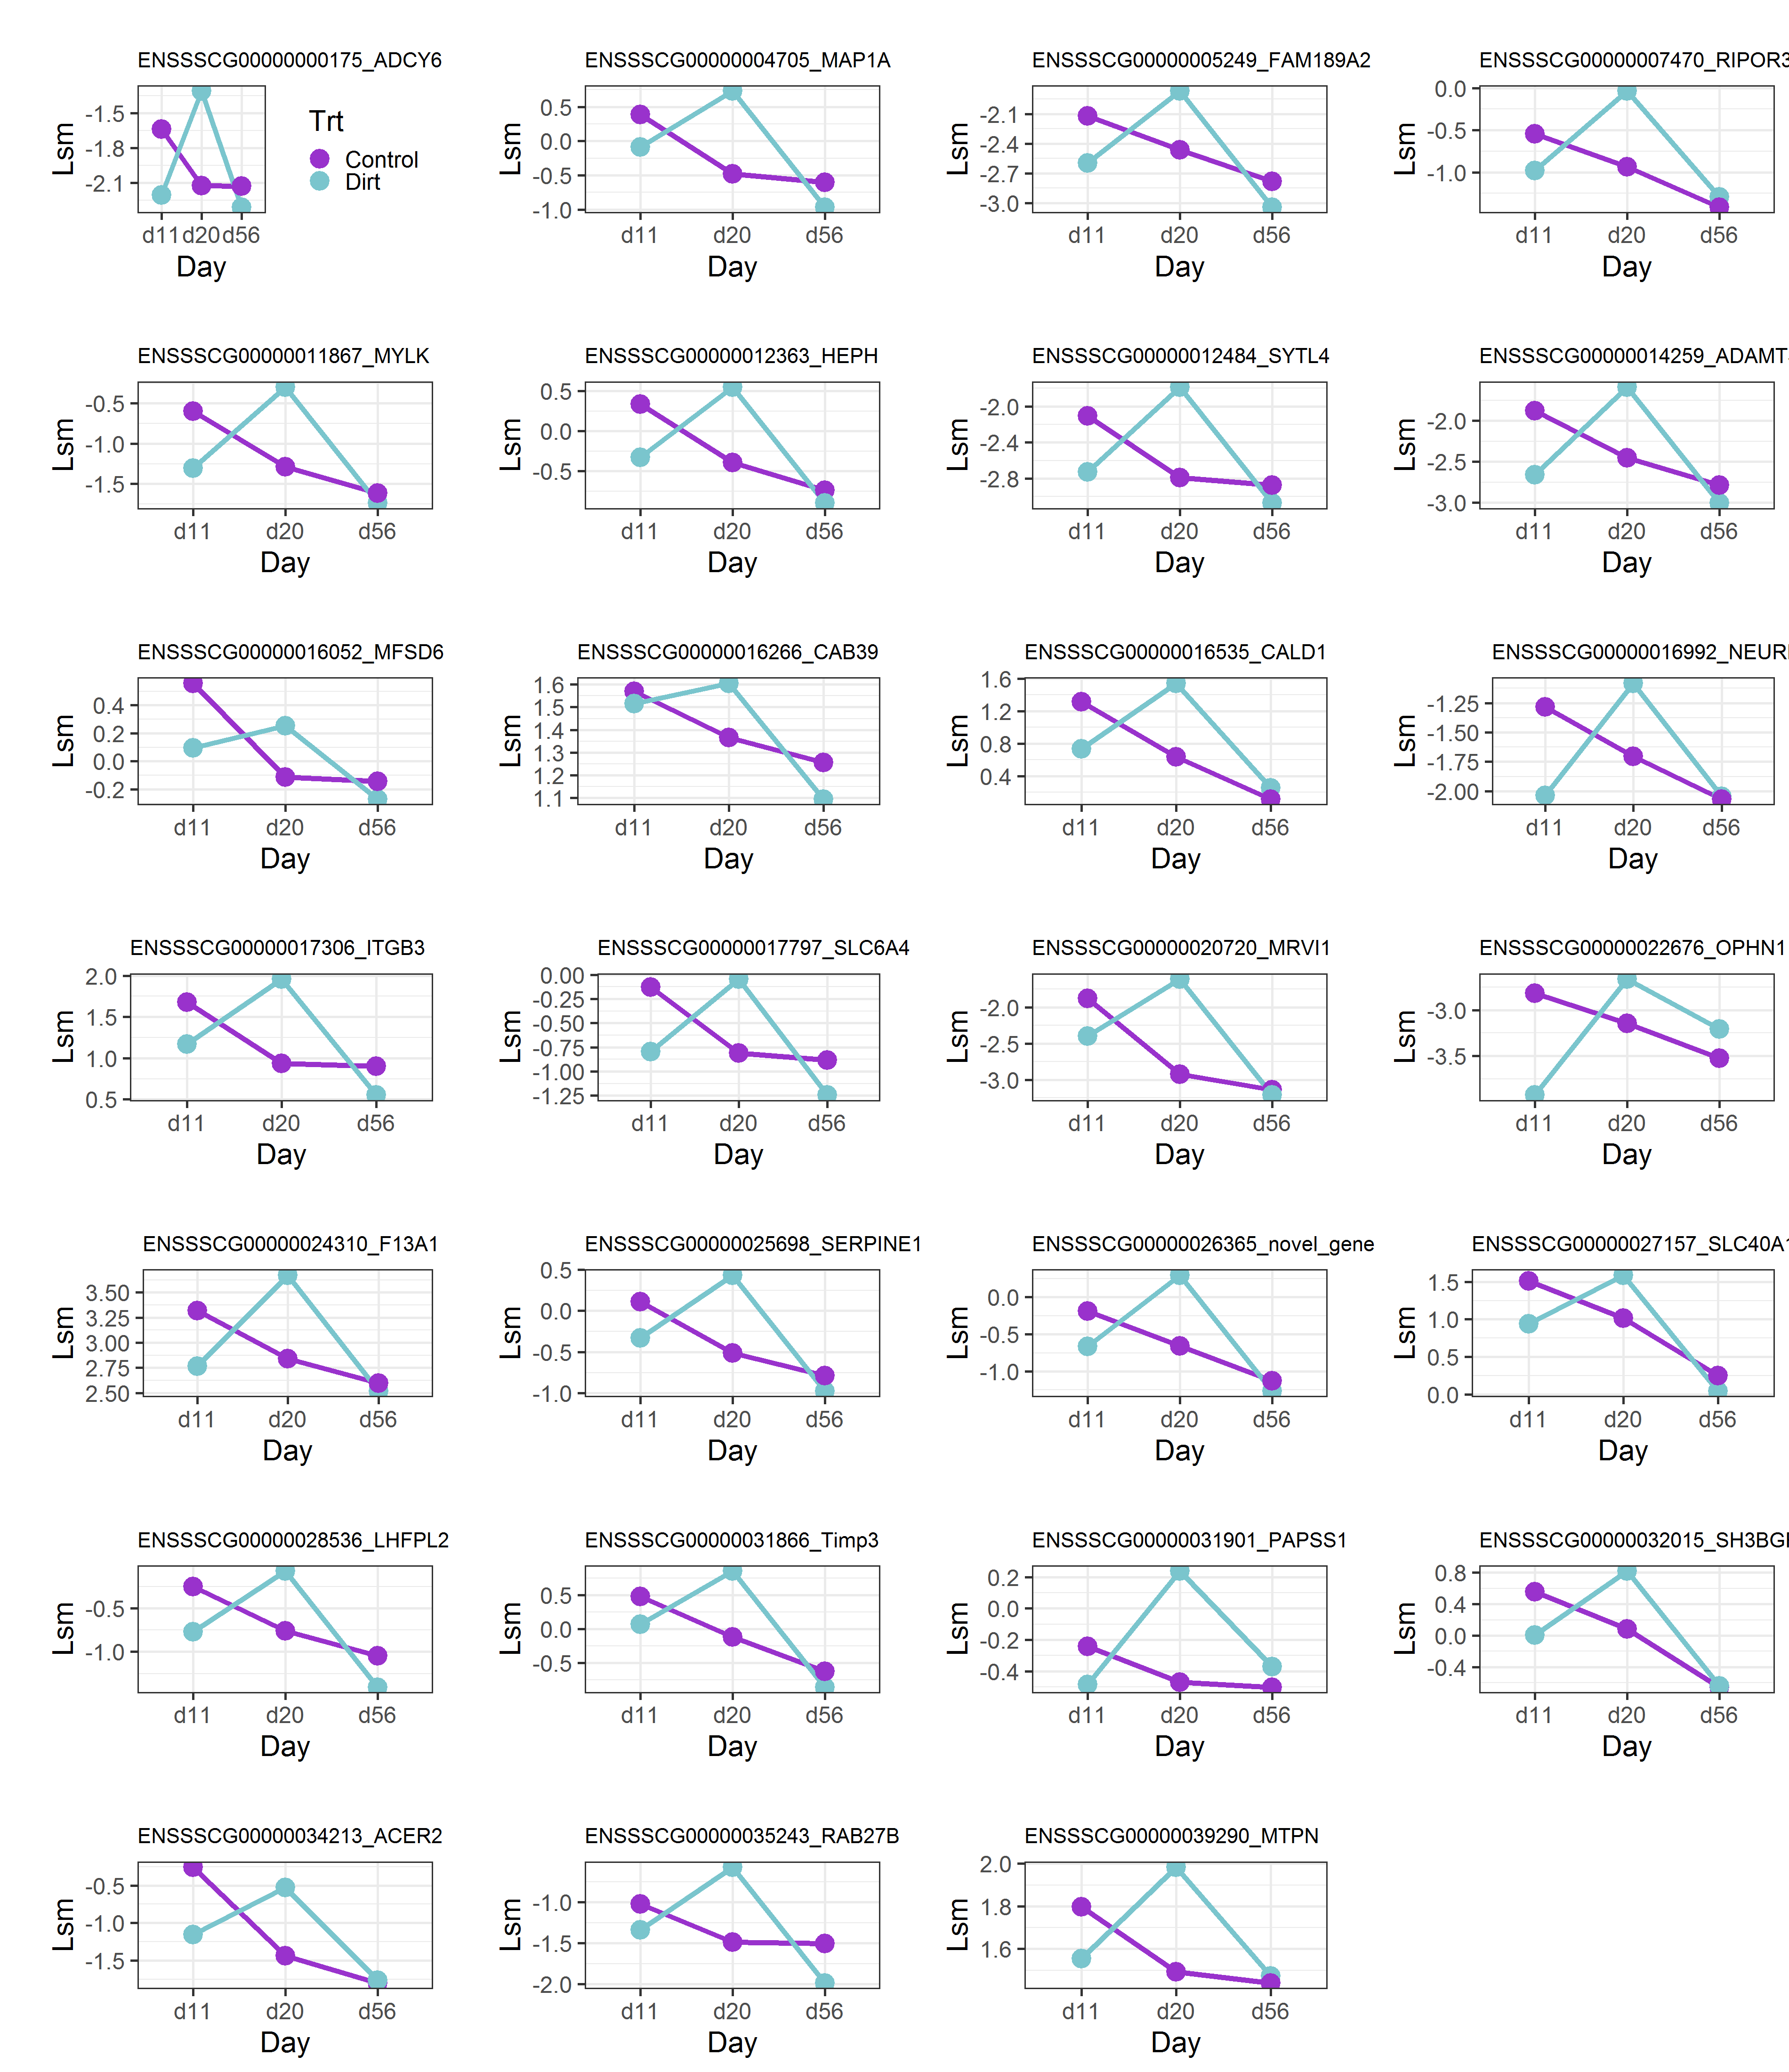

**Supplementary Figure S2.** Changes in relative gene expression (least square means) of 27 differentially expressed genes when comparing the topsoil to control treatment. These genes have similar patterns of expression across time-points, with animals exposed to topsoil exhibiting increased expression from d 11 to d 20 and decreased expression at d 56. Control animals exhibit decreased expression from d 11 to d 56. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

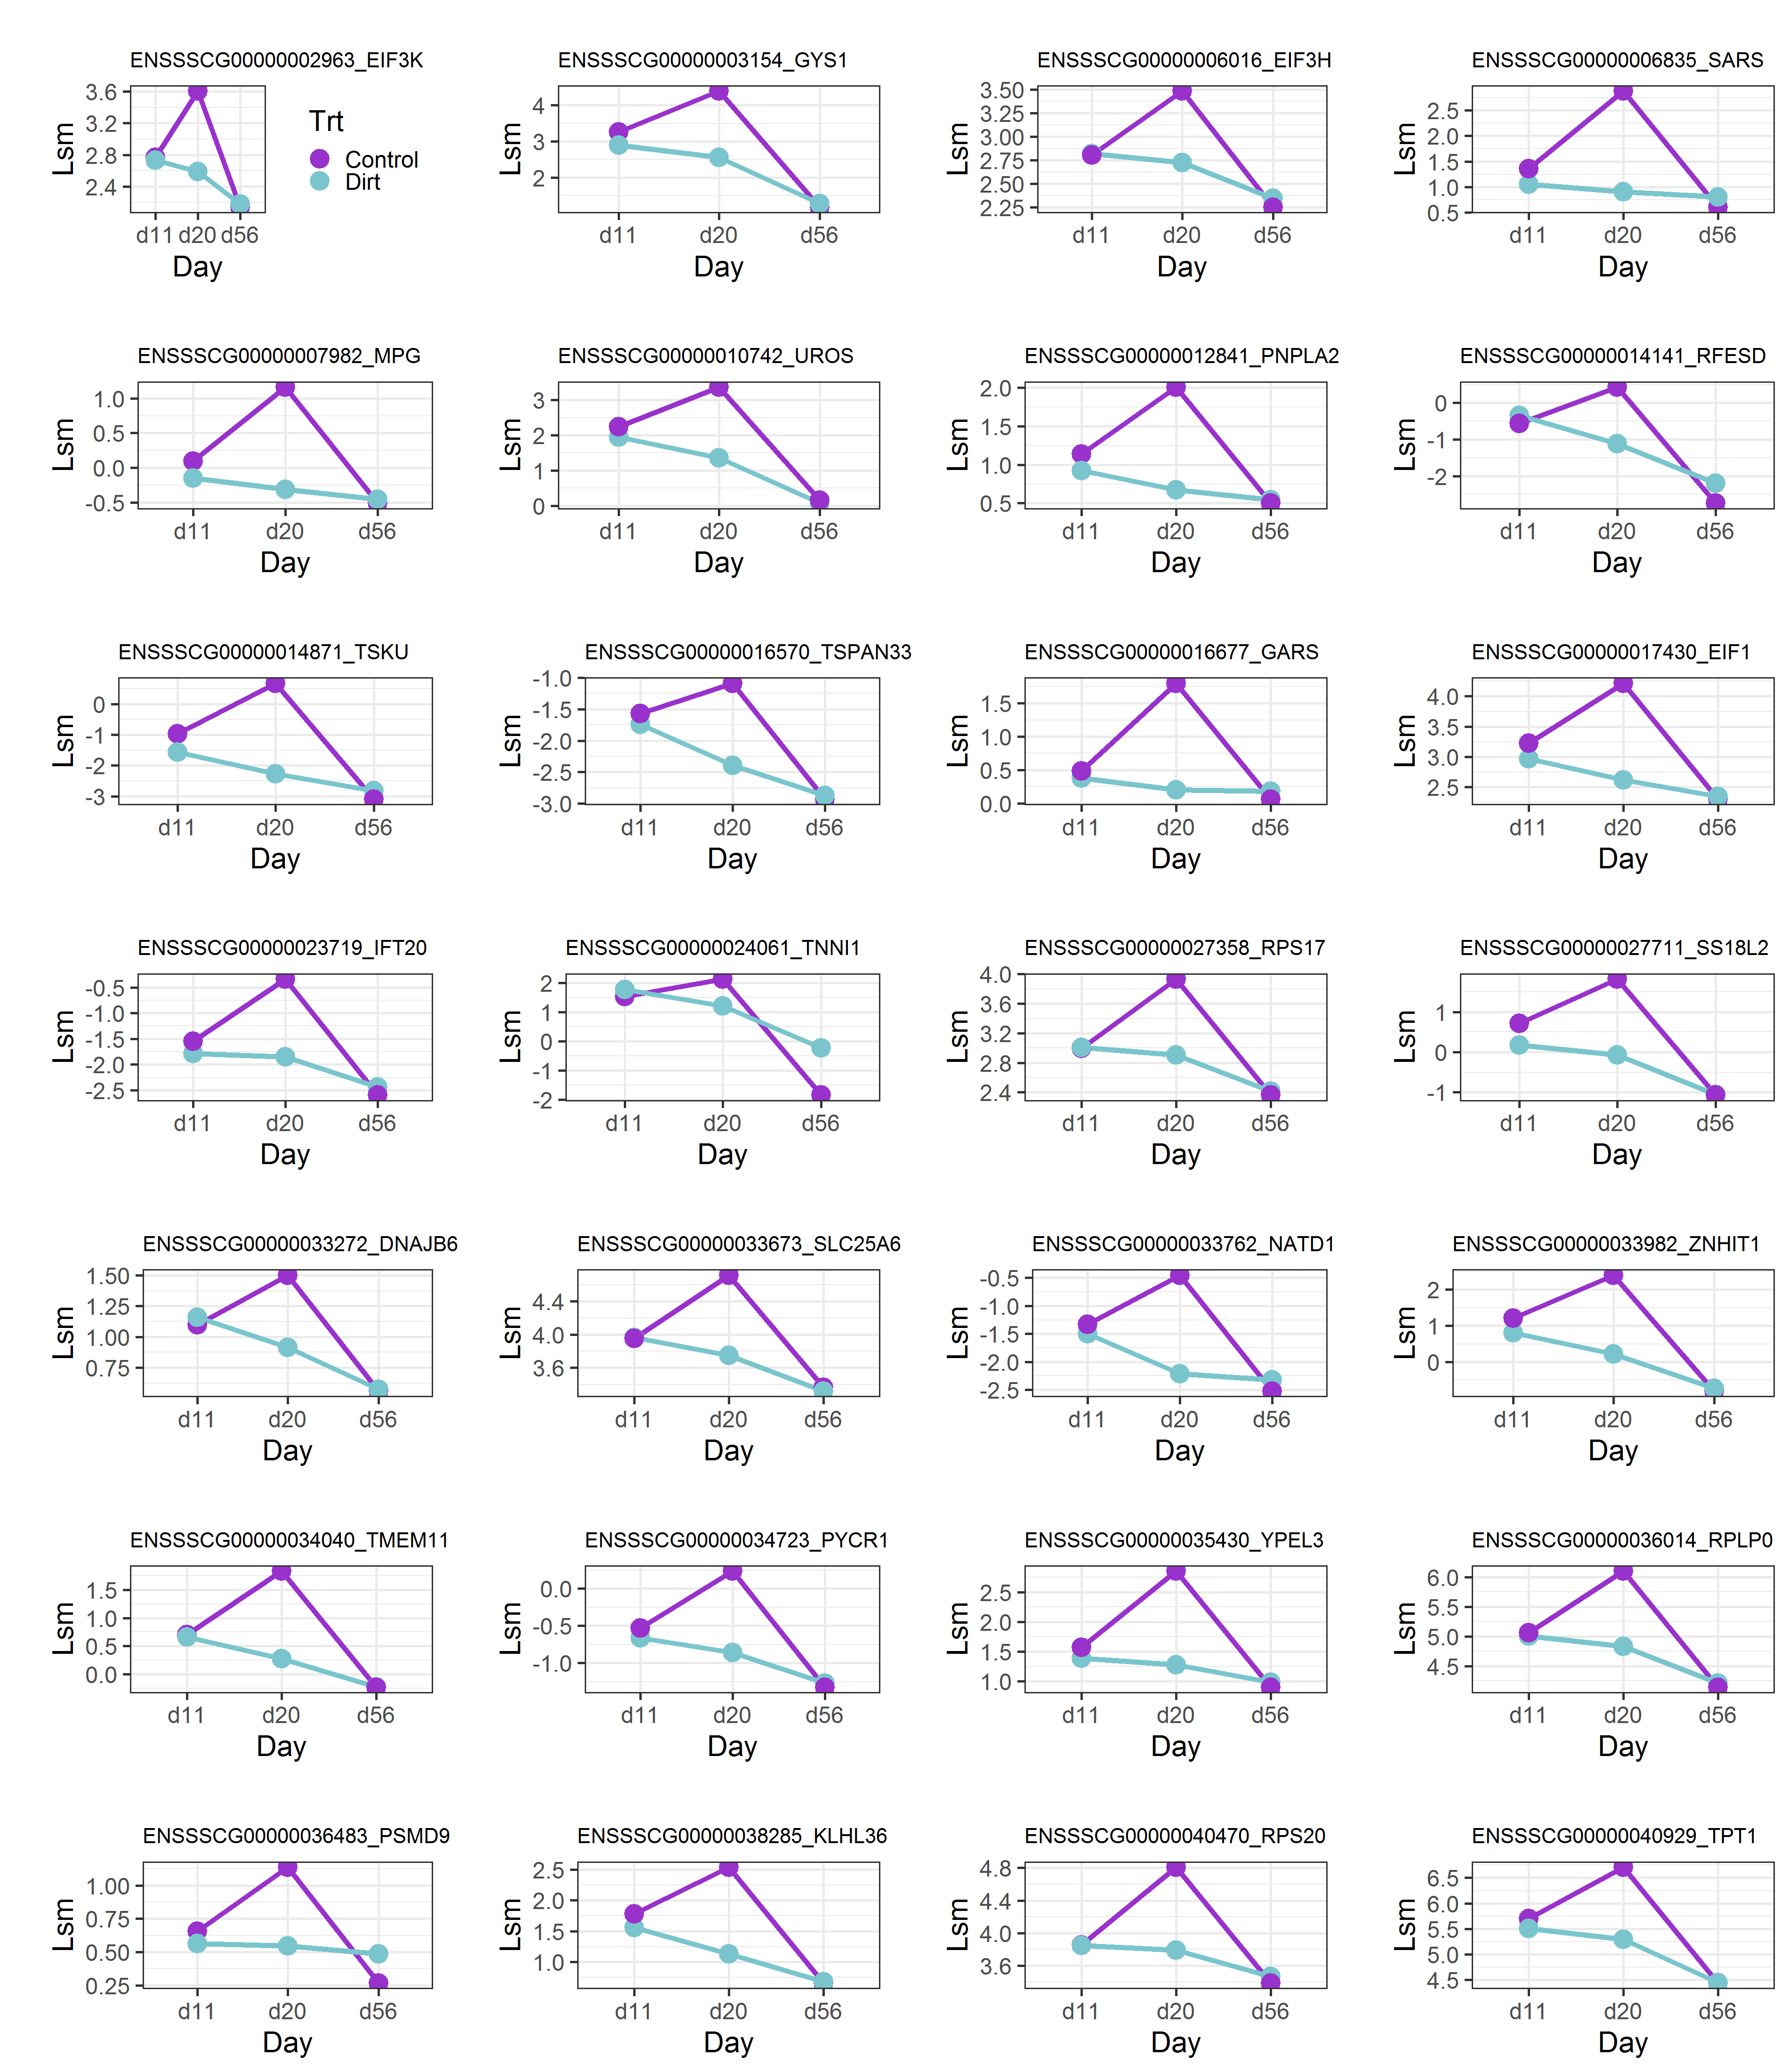

**Supplementary Figure S3.** Changes in relative gene expression (least square means) of 28 differentially expressed genes when comparing the soil to control treatment. These genes exhibit similar patterns of expression across time-points, with animals exposed to topsoil having increased expression from d 11 to d 20 and decreased expression at d 56. Control animals have decreased expression d 11 to d 56. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

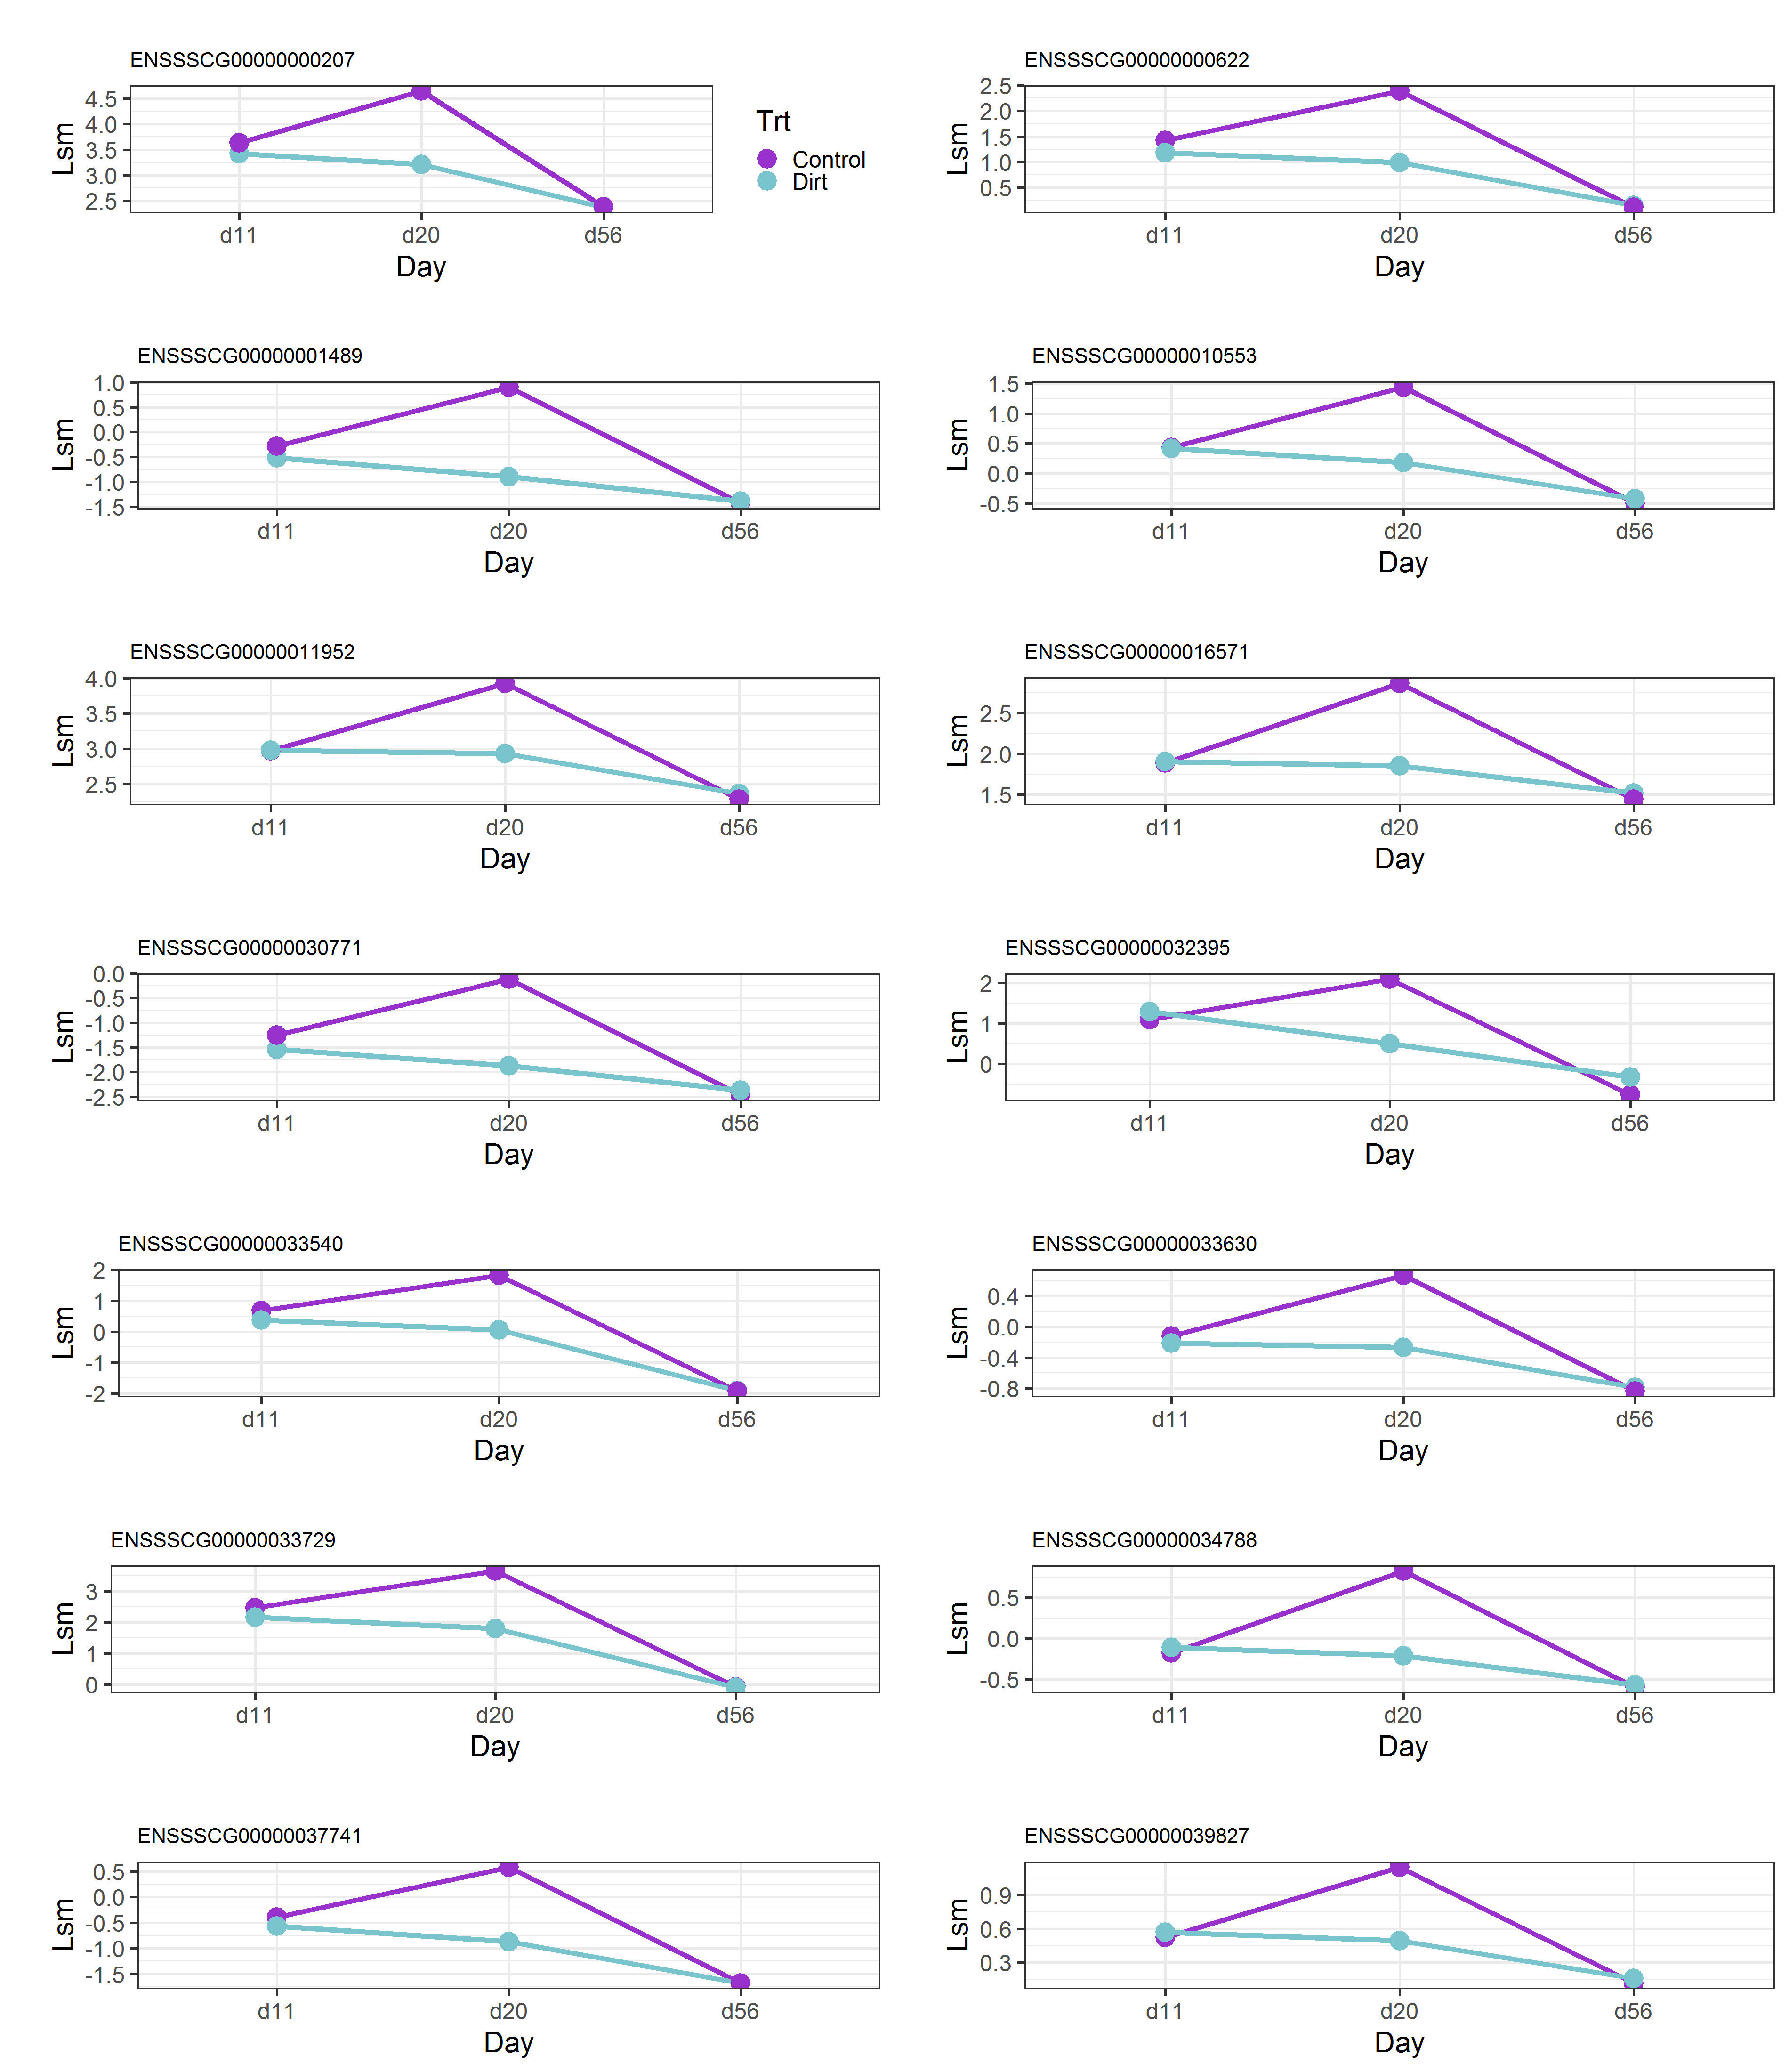

**Supplementary Figure S4.** Changes in relative gene expression (least square means) of 14 novel differentially expressed genes when comparing the topsoil to control treatment. The genes have similar patterns of expression across time-points. Animals exposed to topsoil have an increase of expression from d 11 to d 20 and decrease at d 56. Control animals have decreased expression from d 11 to d 56. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

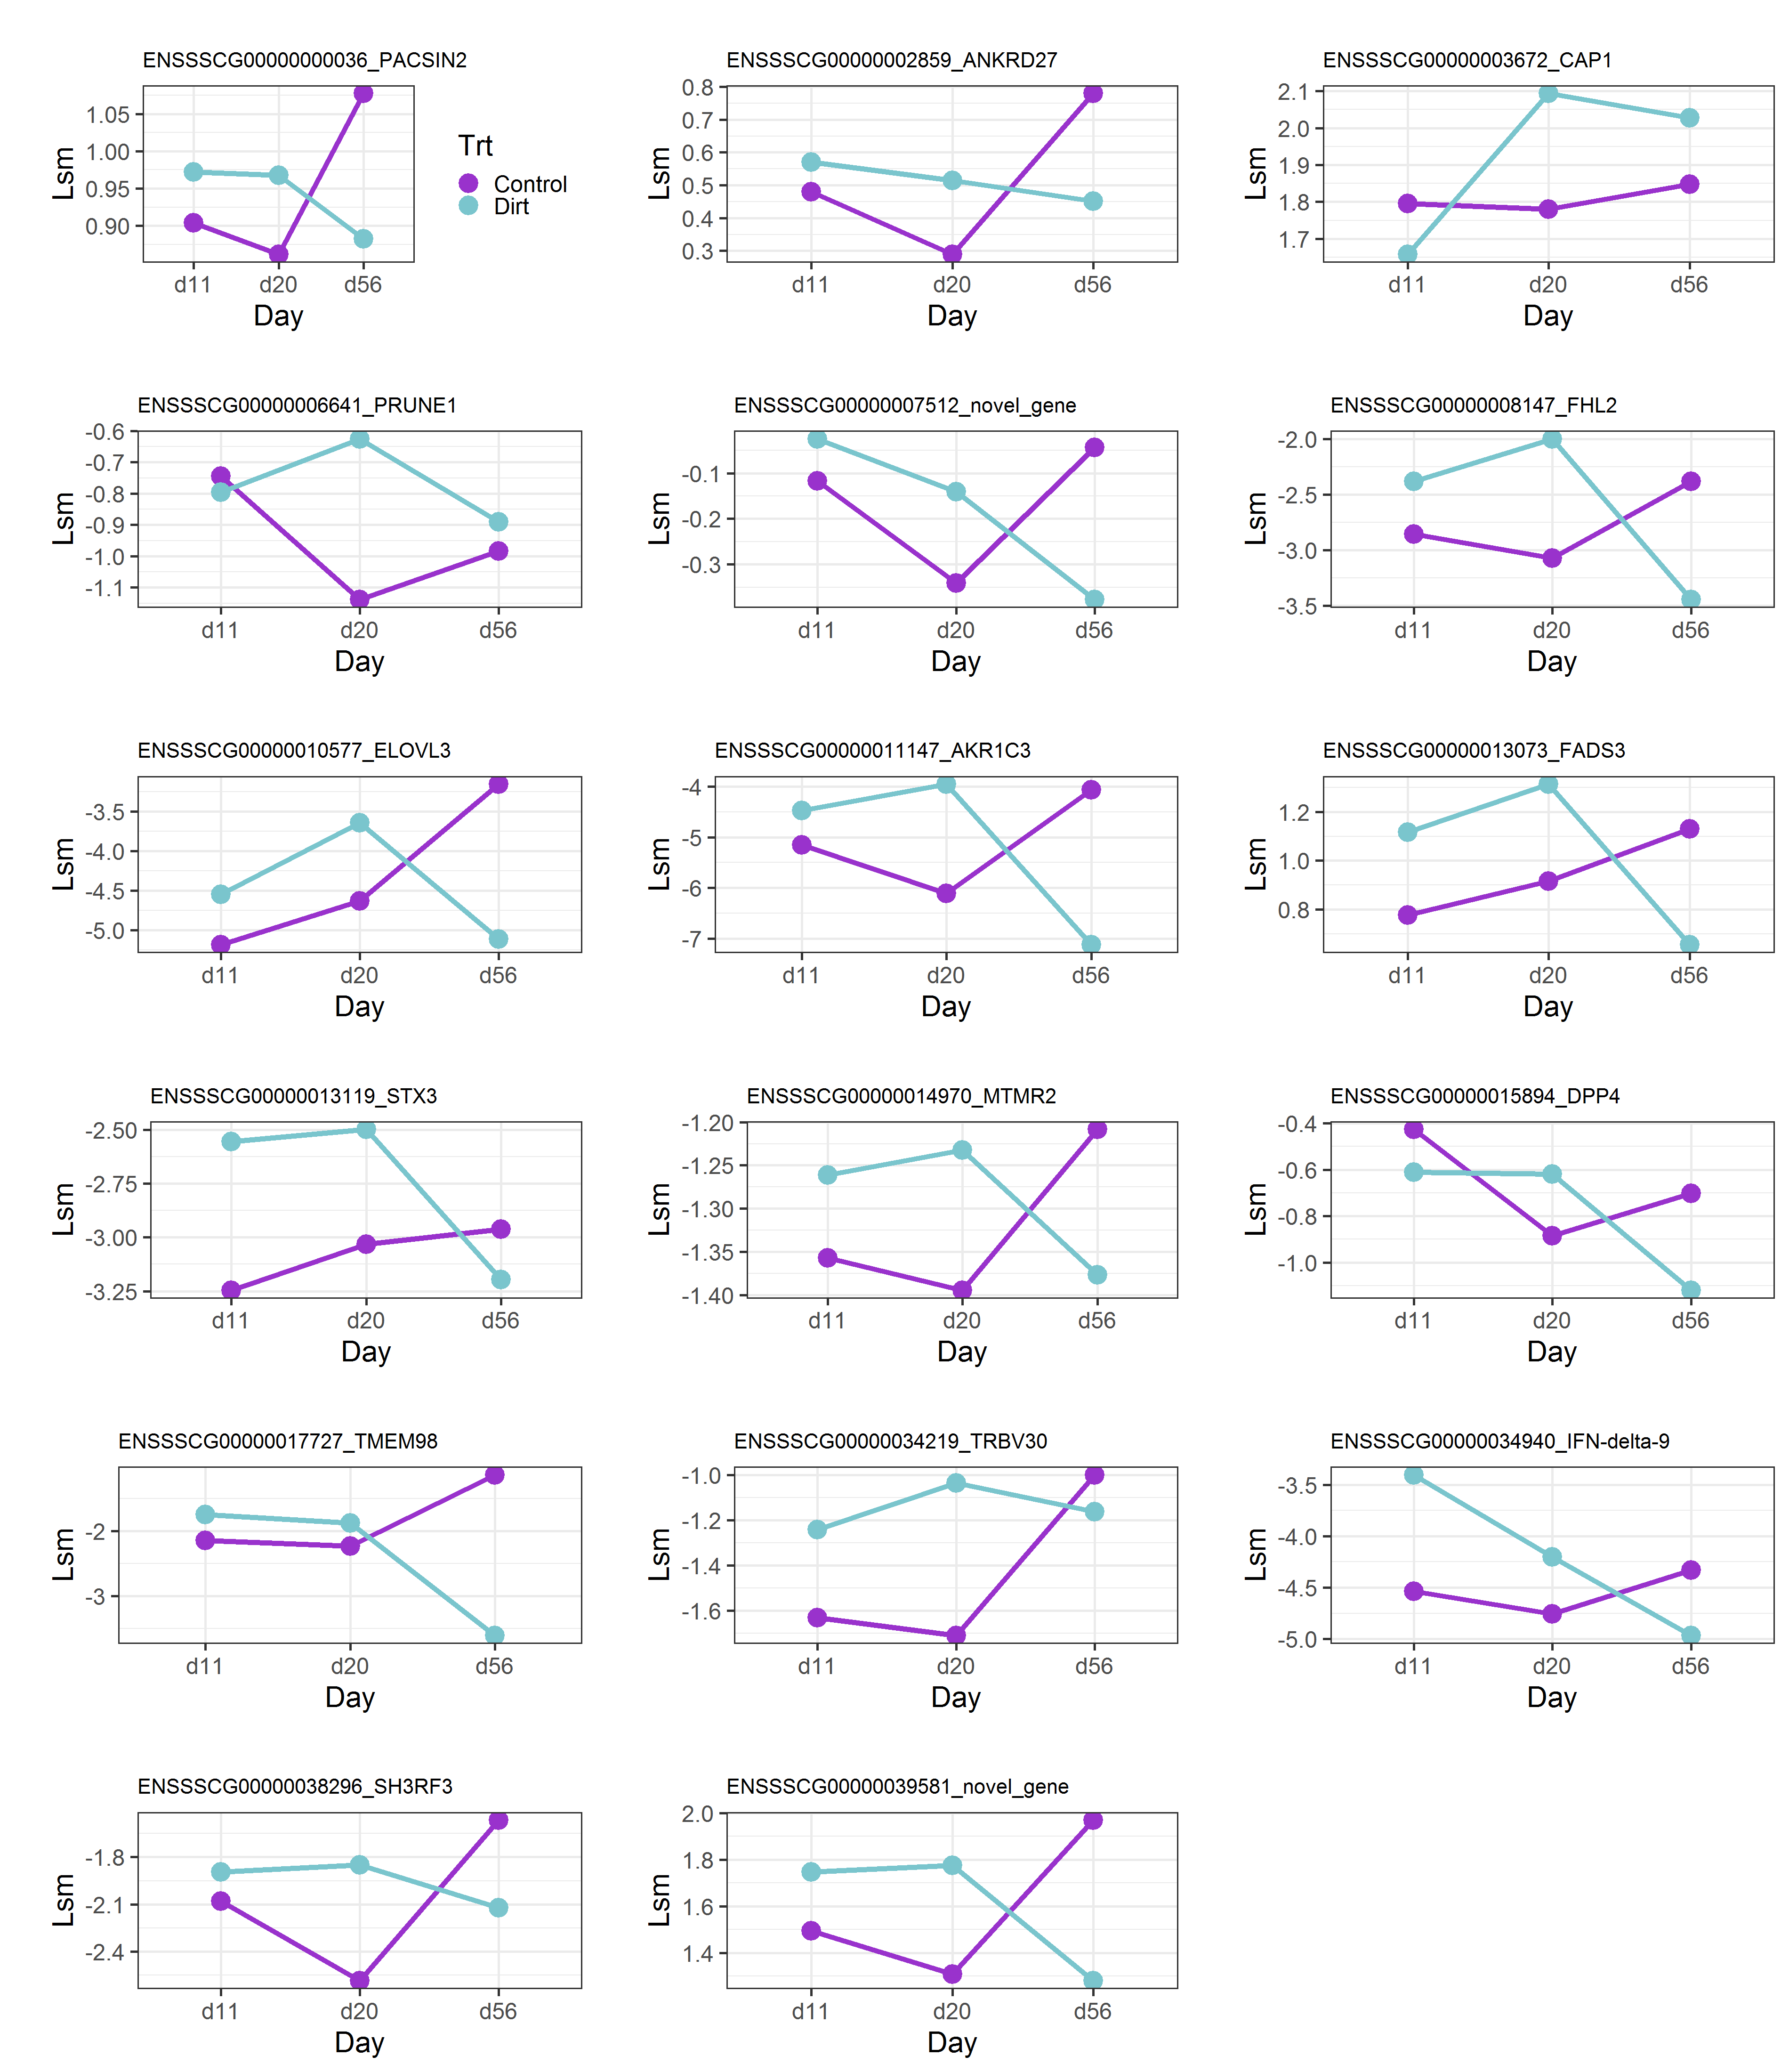

**Supplementary Figure S5.** Changes in relative gene expression (least square means) of 17 differentially expressed genes when comparing the topsoil to control treatment. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

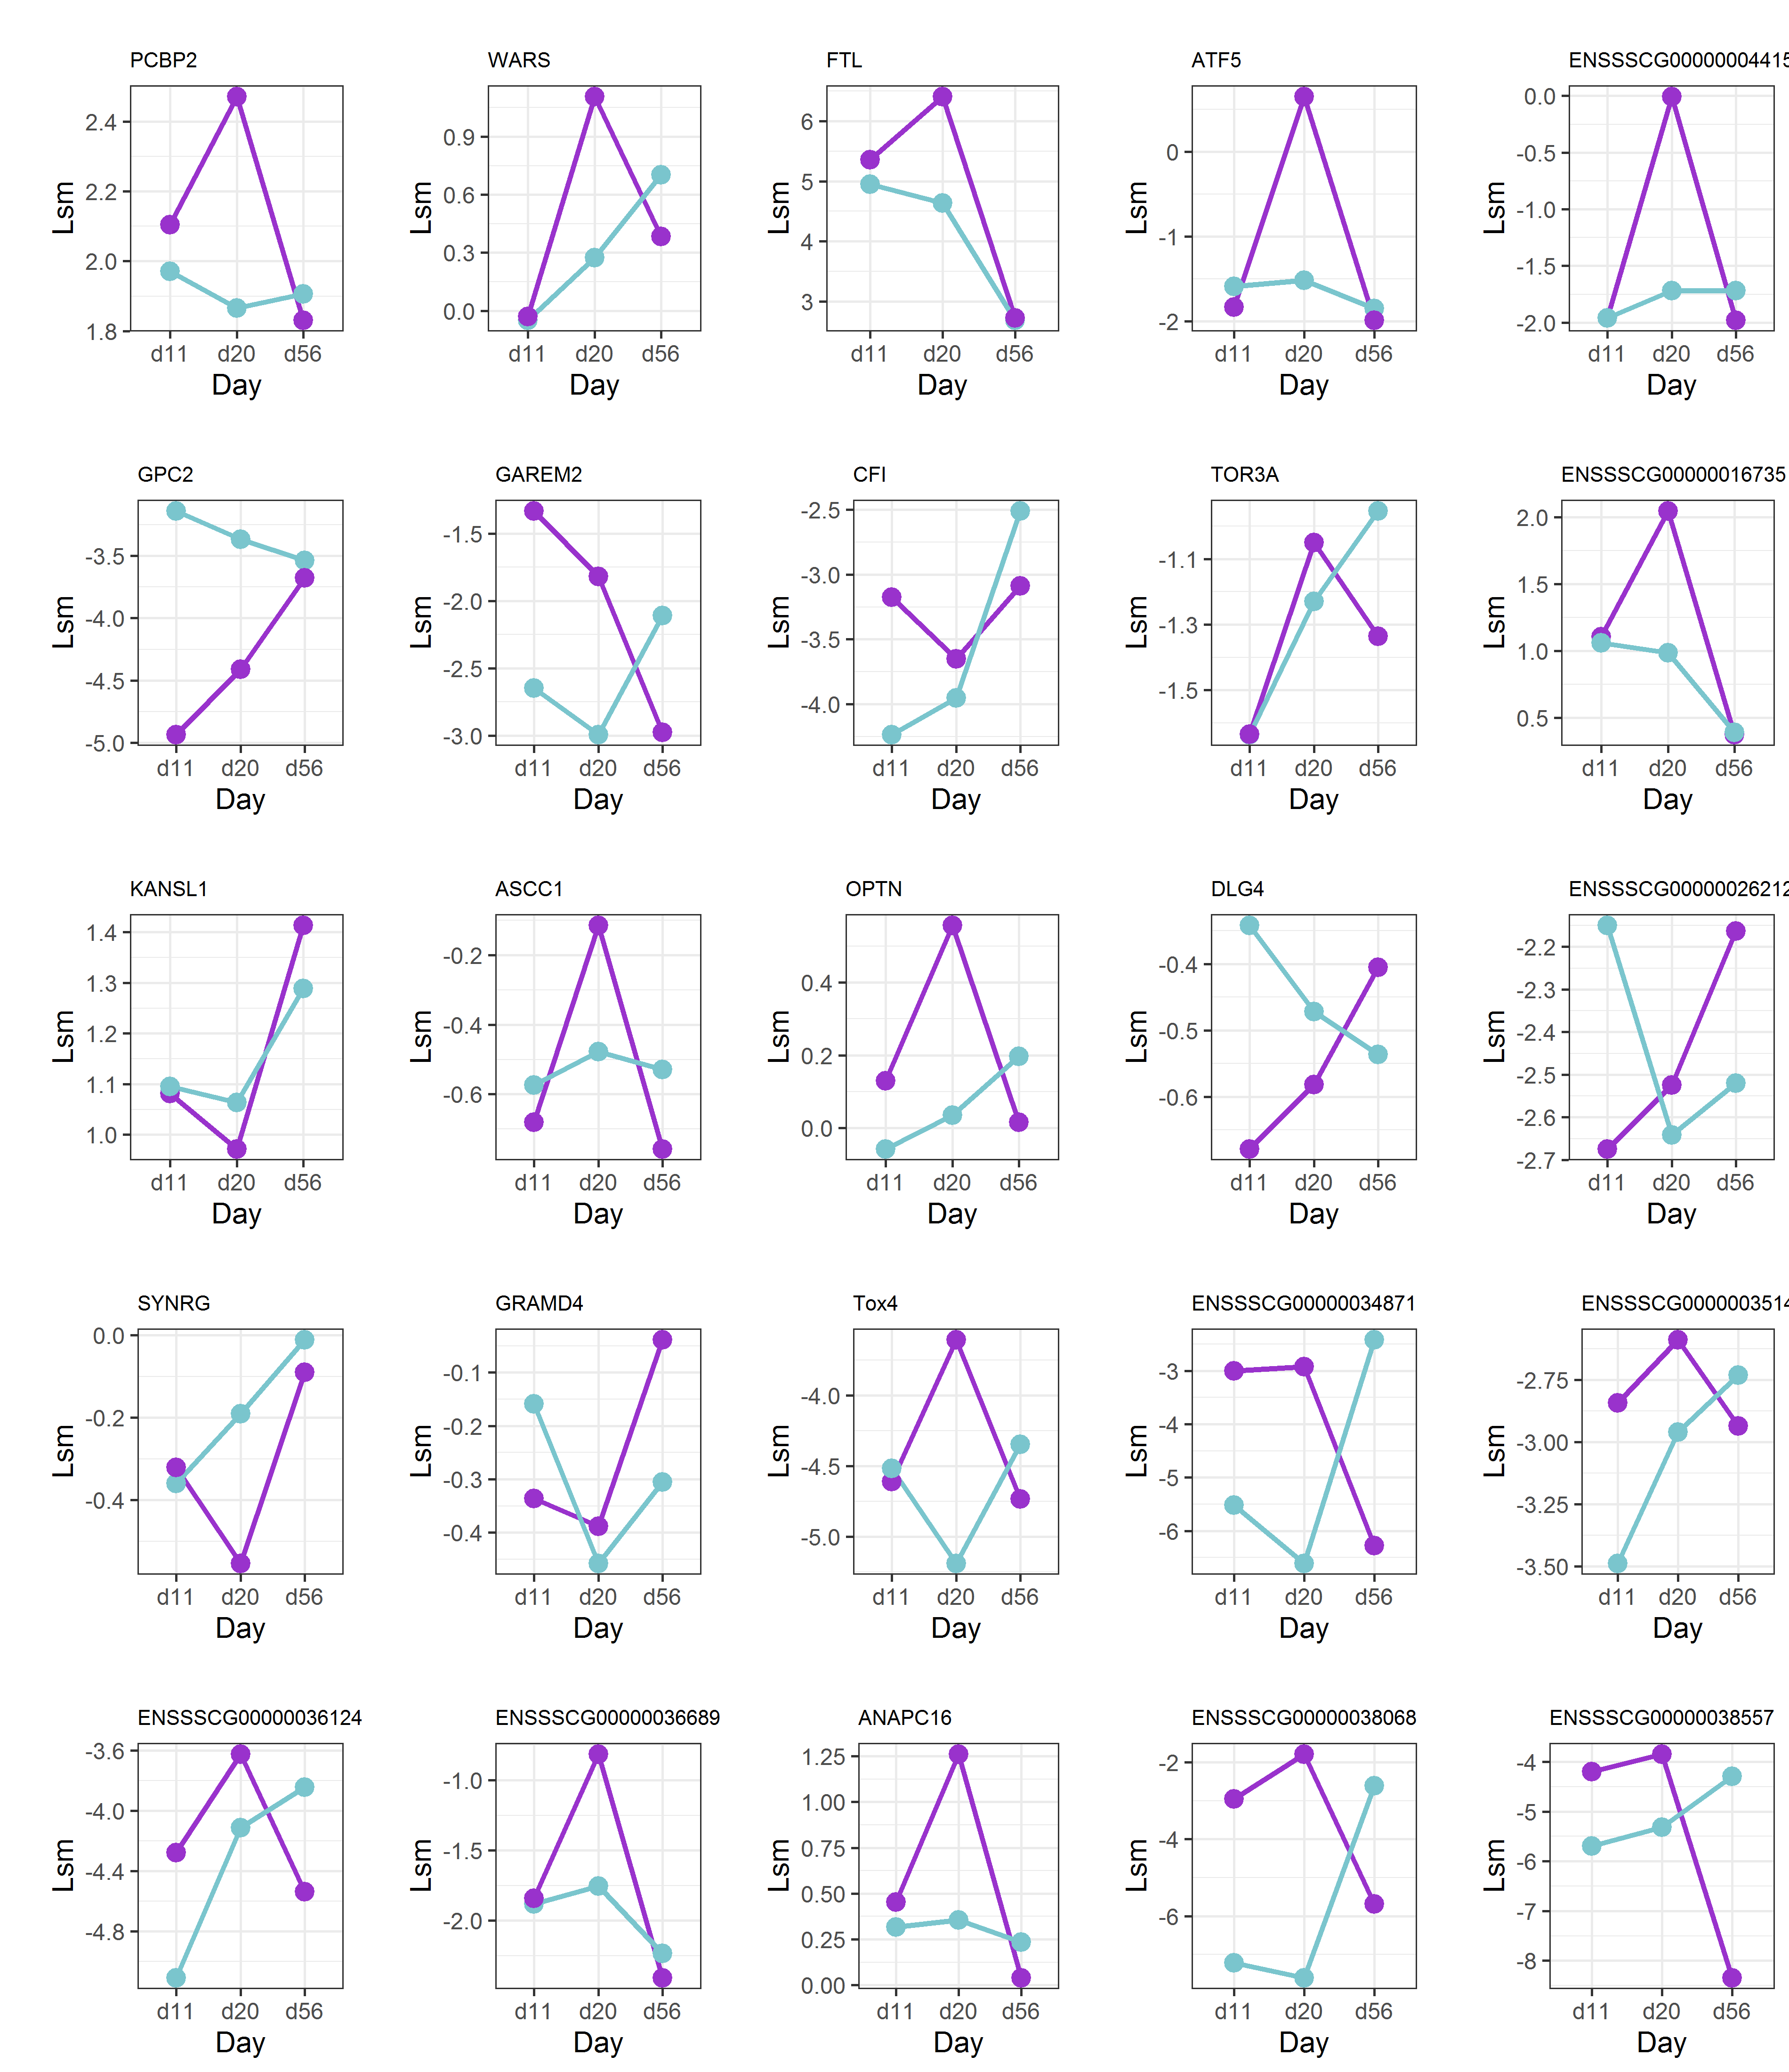

**Supplementary Figure S6.** Changes in relative gene expression (least square means) of 25 differentially expressed genes when comparing the topsoil to control treatment. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

**
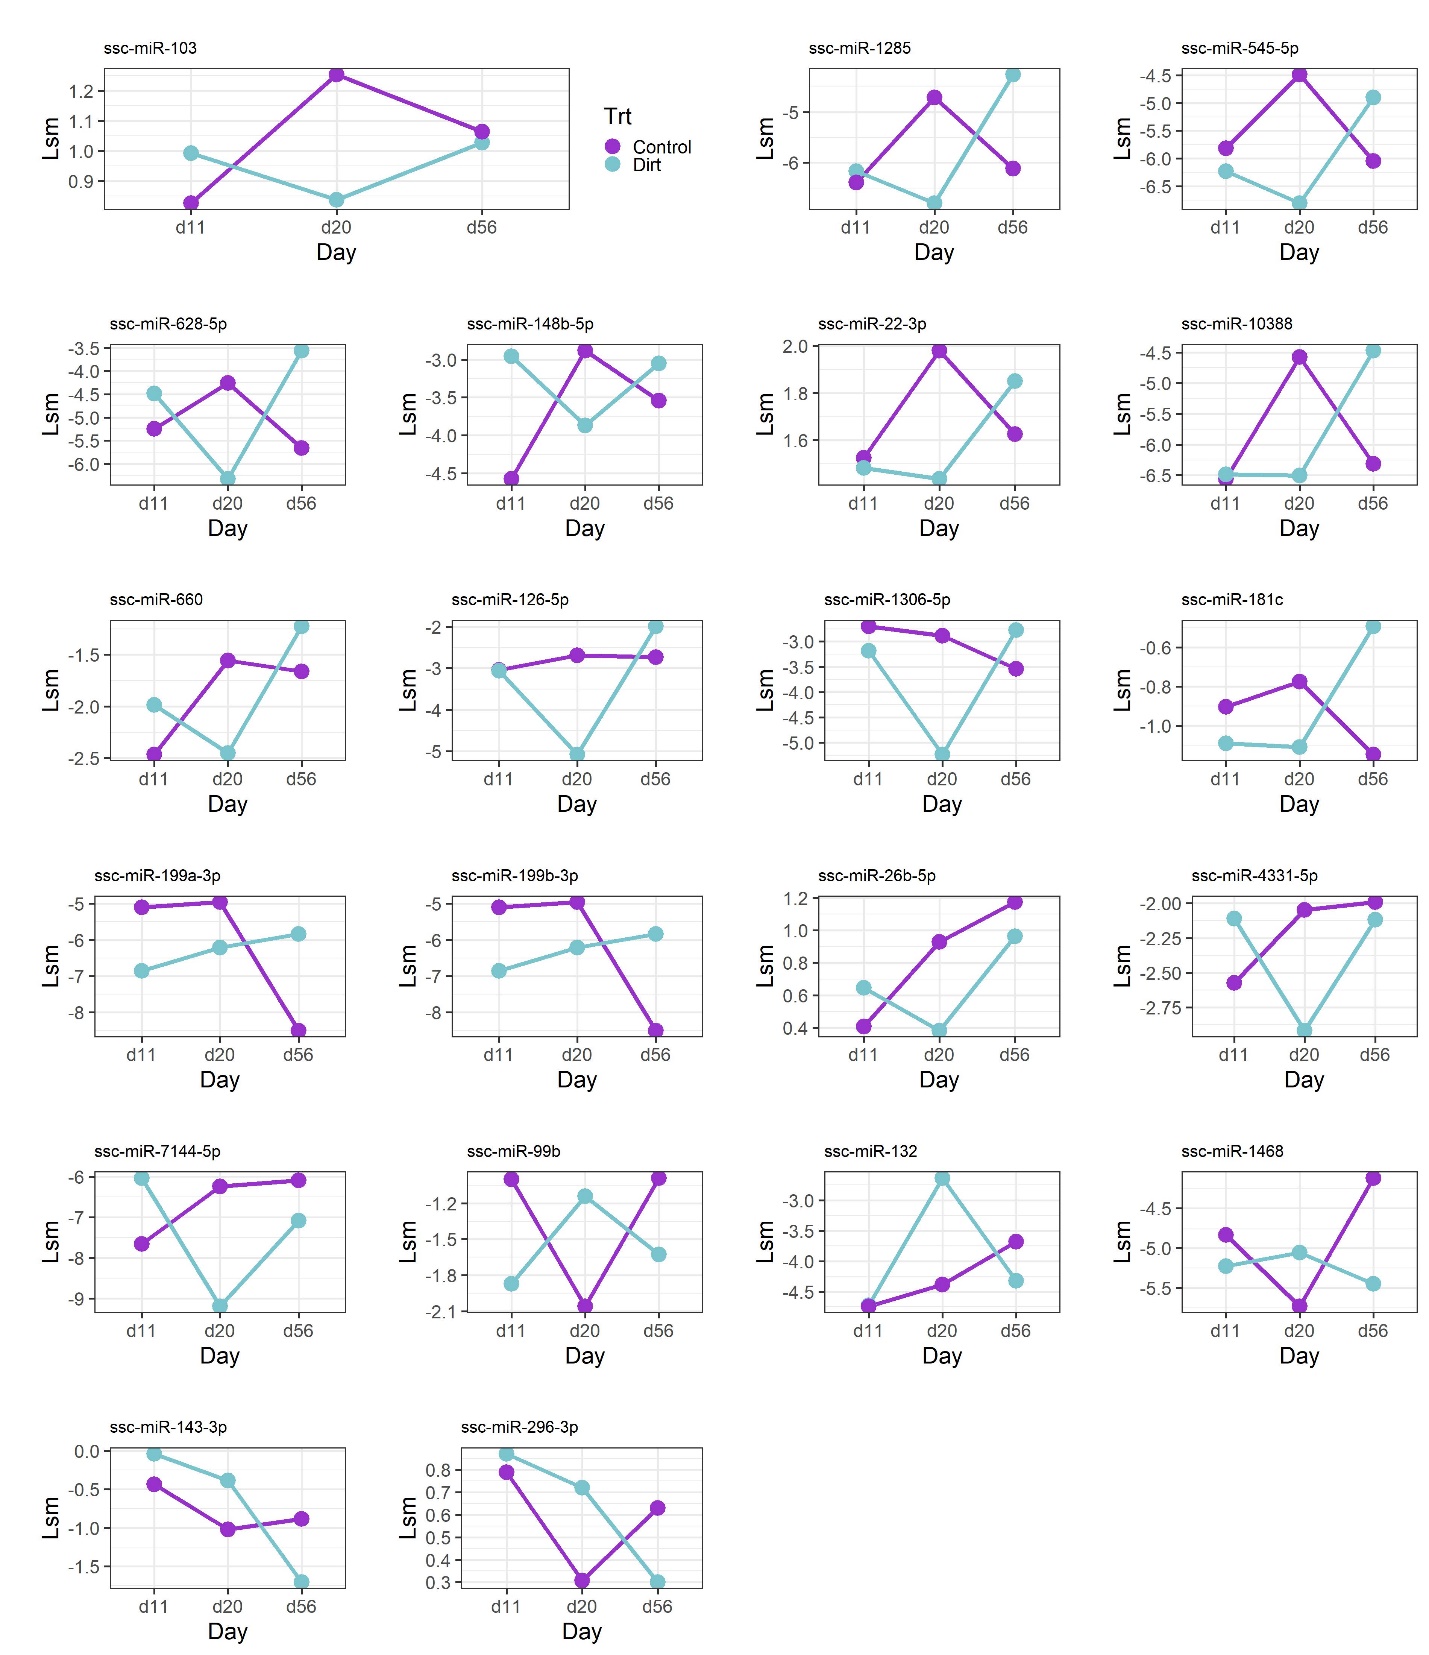
**

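Supplementary Figure S7 shows the change over age of the miRNAs listed in Supplementary Table S5, one panel each. In the deposited counts, 11 of the 21 were higher and 10 lower in topsoil than in control pigs at day 11. At day 20, 5 were higher and 16 lower, and at day 56, 13 were higher and 8 lower. At day 20 the split was 7 higher and 14 lower with TMM normalization, and 2 higher and 19 lower with scaling by total counts. Every one of the 21 had a library with more than 3 counts in both treatments at each age. These counts describe direction only, since the study chose the miRNAs on these samples.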

**Supplementary Figure S7.** Changes in relative gene expression (least square means) of 21 differentially expressed miRNAs when comparing the topsoil to control treatment. Turquoise lines represent topsoil treatment group and purple lines represent the control group.

How the deposited data were processed for this re-analysis (not part of the article)

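PBMC RNA of control pigs and of pigs exposed to topsoil from day 4 to day 20 was sequenced at days 11, 20 and 56. The mRNA data cover 12 pigs (6 per treatment) and the miRNA data 13 pigs (8 control, 5 topsoil), 15 pigs in all, of which 10 are in both sets. For mRNA, the authors trimmed reads with Trim Galore, aligned them to Sscrofa11.1 with STAR, and deposited the counts per Ensembl gene from FeatureCounts, filtered for expression and without normalization. For miRNA, the authors deposited the counts of each mature miRNA and precursor from miRDeep2, without normalization or filter. The PCR reads carry no molecular identifiers, so low counts have more error than counting alone gives.

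The columns of both tables were matched to samples by name. For mRNA, 2 of the 36 columns carry one name and were left out, and the names of the other 34 were checked with the Y-linked counts of 2 genes (a limit of 5 CPM), the sex of the pigs and the mapped reads of Supplementary Table S1. The names contradicted the table in 15 columns, so no mRNA comparison between treatments or ages, mRNA network or miRNA and mRNA module pair was computed. The mRNA columns served for descriptions that need no condition, over 12162 genes with a mean of at least 10 counts. The genes of Supplementary Figures S1 to S6 were ranked by the Spearman similarity of their log2 CPM to the mean of a list of 13 platelet genes and of a list of 15 erythroid genes. Their median rank was compared with 10000 random lists of the same size matched on mean expression, which do not co-vary, and then with up to 2000 lists with about the same mean pairwise correlation, drawn from the neighbours of a gene. The second comparison was chosen after the first was seen. This was repeated within each of the 2 sets of libraries that the first principal component separates.

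For miRNA, the names were checked against the mapped reads of Supplementary Table S2 and by the nearest library. The sample characteristics disagree with the descriptions in most libraries and entered an alternative only. Pigs were sampled at every age, so pig is a true block across ages. Deviations from the mean of the treatment and age had a mean correlation of 0.0554 between ages of the same pig and -0.00298 between different pigs of the same treatment.

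Counts were analysed in R 4.3.3 with edgeR 4.0.16. One entry per mature name was kept, and miRNAs with a read in at least 17 libraries and a mean above 2 reads were tested (209). Counts were scaled by the upper quartile (75%), as in the methods of the paper. The model had pig, age and RQI and the 2 treatment by age terms, which were tested jointly with the quasi-likelihood F test and Benjamini-Hochberg adjustment at a false discovery rate of 0.10. Changes with age within each treatment came from the same fit. Treatments were also compared at each age alone. The methods of the paper use SAS with pig as a random effect, and a fixed block was used in its place. Networks were signed Spearman networks of TMM-normalized log2 CPM with a power of 14, clustered by average linkage of the topological overlap, with modules of at least 5 miRNAs at a height of 0.95. The tree-cutting tool of the authors was not used here. miRNA positions are from the RefSeq annotation of Sscrofa11.1, the build of the paper. Permutation and exact tests used Python 3.11.15 with scipy 1.17.1.

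The code was tested on simulated counts for 209 miRNAs, of which 40 were changed 4-fold in topsoil libraries at day 20. The 40 were drawn from the more abundant miRNAs, and no change in the share of miR-486 was simulated. The interaction test called 19 of the 40 and 0 unchanged miRNAs, and the day 20 comparison called 30 and 1 unchanged. With no change simulated, neither test made a call.

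The alternatives tried were TMM normalization, scaling by total counts, DESeq2 1.42.0, limma 3.58.1 with pig as a random effect and sex and parity added, other filters, no RQI, no replicate block, litter size by age, Storey q-values, every entry of the table, the groups and ages of the sample characteristics, other tree heights, and each pig left out in turn. Use of the miR-486 level as a covariate or library sizes without miR-486 was added after the data were seen. The miRNAs named in the text are those the paper names as DE or as key regulators and the 5 with the smallest p-value of the interaction, a rule set before the data were examined. miR-375, miR-486, miR-451, miR-144, miR-545-5p, miR-26b-5p and other miRNAs named outside it were singled out after their values were seen, as was HBB. Enrichment analysis, target prediction and the hub genes of the paper were not analysed here.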

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

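The tests of the scale of the values in this part were chosen after these results were seen, and their outcome was not known when they were set. In each treatment and age, the library totals, the share of miR-486, the counts of other miRNAs, the number of miRNAs with a read and the CPM of 11 named miRNAs were searched for a pig far from the others. In 90 such groups, 13 had a library whose gap to the nearest other library was large for the range of the group, where about 4.5 are expected by chance.

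Among the library measures, control replicate 7 at day 56 had a total of 2570910 counts over every entry of the table, and the next lowest control library of that age had 9573372. Its number of miRNAs with a read, 232, was within the range of the other control libraries at day 56. The share of miR-486 in control replicate 4 at day 11 was 69.11%, and the next lowest was 84.61%. That library had 8227666 counts, the fewest among control libraries at day 11. A single library does not separate a technical from a biological reason, and no biological explanation was tested for these 2 libraries.

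Among the named miRNAs, 11 groups had one pig with a CPM far above the others. In control pigs at day 11 these were miR-126-5p with 39.6 CPM in replicate 2 (next highest 14.6), miR-1285 with 0.967 in replicate 2 (0.407), miR-424-3p with 8.90 in replicate 6 (0.192) and miR-660 with 21.8 in replicate 7 (13.0). In control pigs at day 20 they were miR-126-5p with 21.6 in replicate 4 (7.13), miR-1285 with 7.401 in replicate 3 (1.32) and miR-424-3p with 5.18 in replicate 3 (1.69). In control pigs at day 56, miR-143-3p had 178.3 in replicate 6 (56.3). In topsoil pigs they were miR-148a-5p with 39.1 in replicate 4 at day 11 (27.0), and at day 20 miR-1468 with 1.12 in replicate 5 (0.773) and miR-29a-3p with 23.8 in replicate 3 (14.7). The value of miR-1285 at day 11 rests on 3 counts.

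One technical explanation is the upper-quartile scaling, which differs widely between libraries with a different share of miR-486. Of the 11 results, 7 stayed when each count was divided by the counts of all miRNAs other than miR-486 in its library, so this scaling does not account for most of them. Another is the skew of CPM values, for which a search on the raw scale finds high values more often than chance. On the log2 scale 2 of the 11 stayed, miR-424-3p in control replicate 6 at day 11 and miR-1468 in topsoil replicate 5 at day 20, which is consistent with skew as a reason for most of them. The treatment is the same within each of these groups, so no biological explanation was tested.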

How the results depend on the processing

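The alternatives were set before the data were examined, except those that use miR-486 as a covariate or leave it out of the library sizes. The count of splits at an unadjusted p was chosen after the result was seen.

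For the treatment by age interaction, 0 miRNAs passed the false discovery rate in the edgeR fit, with 20 at an unadjusted p under 0.05. Across 14 alternatives the number at an unadjusted p under 0.05 was between 7 and 30. Without the replicate block, 1 miRNA passed, miR-424-3p (adjusted p = 0.0341 from edgeR, against 0.468 in the fit with the block), which had 0 counts in all 5 topsoil pigs at days 11 and 20. Over all its alternatives, its adjusted p was between 0.0341 and 0.797. With pig as a random effect and sex and parity added in limma's voom method, 1 passed, miR-1306-5p (log2 extra change at day 20 -2.95, adjusted p = 0.0363 from limma, with a range from 0.0363 to 0.975 over its alternatives). It is also the 1 miRNA of Supplementary Table S5 that passed over all miRNAs under any alternative. The cause of these changes was not tested. In each of the 13 fits that left out one pig, 0 passed, with between 10 and 27 at an unadjusted p under 0.05. As the real split of the 13 pigs gave 0 calls, the 100 of 100 drawn splits with at least as many decide nothing. Only 4 of the 100 splits, the real one included, gave 20 or more miRNAs at an unadjusted p under 0.05, with a median of 6 and up to 28.

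Adjusted over the list alone, 12 of the 21 miRNAs of Supplementary Table S5 passed. The number was 0 with TMM normalization, with scaling by total counts, with edgeR's filterByExpr, with litter size by age added and with every entry of the table, 0 with the groups and ages of the sample characteristics, 6 with no filter and 6 without the replicate block. It was from 0 to 15 across the 13 fits that each left out one pig (0 without topsoil replicate 1, 4 or 5), 15 with limma's voom method, 13 with DESeq2, 9 with miR-486 as a covariate, 8 with library sizes without miR-486 and 8 without RQI. The cause was not tested.

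Between treatments at one age, 0 miRNAs passed at day 11 (6 at an unadjusted p under 0.05) and 0 at day 56 (7), under every alternative run. At day 20, 1 passed (26 at an unadjusted p under 0.05), miR-375. With DESeq2 3 passed, with RQI added 2, and with filterByExpr 0. Across the fits that left out one pig it was from 0 to 1, with 0 without control replicate 3, 6 or 7 or topsoil replicate 3. With no filter 1 passed, miR-96-5p in place of miR-375. The cause was not tested. At least 1 call was made by 16 of 100 drawn splits of the pigs at day 20, and at days 11 and 56, where the real split gave 0, the count of 100 of 100 decides nothing. Of the miRNAs at an unadjusted p under 0.05 at day 20, 4 were higher and 22 lower in topsoil pigs, and 8 and 8 with TMM normalization.

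The replicate numbers do not pair control and topsoil pigs. Of the 15 pairs with the same number and age in both treatments, 6 had a correlation of their deviations over 0.1, and the lowest was -0.131. With the number as a replicate block, 0 miRNAs passed at each age.

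For the changes with age, 7 miRNAs passed in control pigs from day 11 to day 20, 7 higher and 0 lower. The number was 1 with TMM normalization, 1 with no filter, 15 without RQI and 16 with DESeq2 (7 higher, 9 lower). From day 20 to day 56, 25 passed in control pigs, and 45 with DESeq2. In topsoil pigs, 0 passed from day 11 to day 20 (5 with DESeq2), and 25 from day 20 to day 56 (17 higher, 8 lower). The last number was 15 with TMM normalization (7 higher, 8 lower), 11 with no filter (6 higher, 5 lower) and 38 with DESeq2 (19 higher, 19 lower). The cause was not tested. With the ages reordered at random within pigs, counts as large came up in 1 of 100 orders in control pigs for each step, the real order included. In topsoil pigs it was 3 of 100 from day 20 to day 56, and the 100 of 100 from day 11 to day 20 decide nothing, as the real order gave 0. Whether a change with age differs between treatments is the interaction above.

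The direction at day 20 of the 21 miRNAs, 16 lower in topsoil pigs, was 14 lower with TMM normalization, 19 with total counts, 14 with library sizes without miR-486 and from 16 to 17 with each pig left out. The control miRNA network had 8 modules, 4 at a height of 0.90 and 9 at 0.97, where a lower height joins fewer miRNAs by construction. The topsoil network had 11, and 10 at both other heights.

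In simulated data with the same library sizes and number of pigs, the interaction test called 19 of 40 miRNAs changed 4-fold, so changes of that size can be missed. These 40 were drawn from the more abundant miRNAs and changed at day 20 only, so the count does not hold for miRNAs with few counts. The mRNA interaction, the mRNA comparisons at each age, the mRNA changes with age, the marker lists by treatment, the mRNA networks, the module pairs and their alternatives were not run, because the names of the mRNA columns go against Supplementary Table S1.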

Differences from the paper's values

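The comparison with miR-486 counted a further time was chosen after the values were seen. The paper lists 21 miRNAs (the paper's value, Supplementary Table S5) for the treatment by age interaction at its false discovery rate, and 0 passed in the deposited counts. None of the alternatives set before the data were examined closed the gap. The largest count was 1, without the replicate block (miR-424-3p, which is not in Supplementary Table S5) and with pig as a random effect and sex and parity added in limma's voom method (miR-1306-5p, which is). Adjusted over the list alone, 12 of the 21 passed.

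The paper's mean of the mapped reads per miRNA library in Supplementary Table S2 is 18757686, and the mean total of the deposited counts was 11274855. With miR-486 counted a further time in each library, the deposited total was a median of 99.9% of the paper's value.

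The paper gives 17 control and 22 topsoil miRNA modules (the paper's values), and 8 and 11 were found with a tree height of 0.95. With a height of 0.90 they were 4 and 10, and with 0.97 they were 9 and 10. None of the alternatives set before the data were examined closed the gap.

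The paper describes most of the 11 miRNAs of the KEGG analysis as more abundant in topsoil-exposed piglets at day 20, with miR-143-3p, miR-296-3p and miR-22-3p as exceptions. In the deposited counts, 9 of the 11 were lower in topsoil pigs, 7 with TMM normalization and 11 with scaling by total counts. miR-143-3p was higher, with a log2 fold change of 1.20, and lower, with -0.18, by total counts. miR-296-3p was higher with 0.19, and lower with -0.66 by total counts. miR-22-3p was lower, with -0.89. By the axis described in its legend, Figure 2C shows a higher abundance in control pigs for most of the 11 at day 20.

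The paper names miR-1306, miR-660, miR-126, miR-1285 and miR-1468 as the most significant. Their ranks by p-value among the 209 miRNAs were 3, 2, 28, 4 and 63 in the deposited counts. In the paper's Supplementary Table S5 they rank 1, 2, 3, 8 and 7 by the paper's own p-values.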

Other observations

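The tests of the mRNA column names, of the miR-486 count in the mapped reads, of the treatment difference in miR-486, of pigs with more counts at day 56, of the counts of other miRNAs, of the number of modules and of lists that co-vary as much were chosen after the results were seen.

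In the mRNA table, 15 columns had Y-linked counts that go against the sex of the named pig, and 10 had totals above the mapped reads of the named library. Reads counted more than once could raise a total, but they would leave the sex of a pig the same at every age, and 9 named pigs had Y-linked RNA at some ages and not at others. Exchanged names, in the table of counts or in Supplementary Table S1, stay open as an explanation. For miRNA, the most similar library had the same named age for 24 of 39 libraries, which 2 of 10000 shuffles reached. This argues against ages exchanged at random over all libraries. The share of miR-486 was lower at day 56 than at day 11 in 13 of 13 pigs. Matches among day 56 libraries could therefore raise the count, which was not split by age. It cannot decide on exchanges between days 11 and 20. The most similar library came from the same named pig in 2 of 39, so this test says nothing on pigs or treatments exchanged within an age. Another check bears on those exchanges and on those between days 11 and 20. The total plus the count of miR-486 was closest to the mapped reads of the named library for 38 of the 39. An exchange made in both the counts and Supplementary Table S2 stays open.

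The totals of the miRNA libraries were between 51.7% and 92.4% of the mapped reads in Supplementary Table S2. A candidate explanation is that the mapped reads count miR-486 at 2 loci. The total plus the count of miR-486 was a median of 99.9% of the mapped reads, and at least 98.8% in each of the 39 libraries.

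The share of miR-486 fell from day 11 to day 56 in 13 of 13 pigs, by a mean of 46.2 percentage points (SD 19.2; exact sign-flip test, two-sided, p = 0.000244, the smallest that 13 pigs allow). Depth is argued against as the cause, since 12 of the 13 pigs had a lower total at day 56 but higher counts of all other miRNAs together, which fewer reads do not give. Another test asked whether pigs with more counts at day 56 than at day 11 fell too. With one entry per mature miRNA, 1 pig had more counts at day 56 and its share fell, and over every entry of the table 4 had more and all 4 fell. One pig is too few to decide, and the totals over every entry count some other miRNAs several times. The test set first asked whether the share follows the total count within each age, and it did. Pearson's r over 13 pigs was 0.63 at day 11, 0.883 at day 20 and 0.638 at day 56 (permutation p = 0.0249, 0.00017 and 0.0176, adjusted over the 3 ages 0.0249, 0.00051 and 0.0249). Spearman's rho was 0.302, 0.868 and 0.615 (permutation p = 0.317, 0.00027 and 0.0284, adjusted 0.317, 0.00081 and 0.0426). Without the 2 libraries farthest from the median total, r was 0.628, 0.855 and 0.50. The total includes miR-486 itself, so this trend decides nothing by itself. A lower content of red blood cells at day 56 may contribute. miR-451, a miRNA of red blood cell precursors, changed by -1.97 on the log2 scale relative to all miRNAs other than miR-486 and was lower in 13 of 13 pigs (exact p = 0.000244). miR-144 changed by -2.46 and was lower in 12 of 13 (exact p = 0.000488). Age itself stays open as a biological explanation and was not separated from red blood cell content.

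Topsoil exposure was tested as an explanation for the miR-486 share at day 20. The share at day 20 less the mean of days 11 and 56 was 16.0 points higher in topsoil pigs (exact permutation test over 1287 splits, two-sided, p = 0.137, adjusted over 4 comparisons 0.326). A difference of this size cannot be told apart from chance with 8 and 5 pigs.

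Of the 21 published miRNAs, 11 had an unadjusted p under 0.05 in the interaction. With the log2 level of miR-486 as a covariate 9 of the 11 stayed under 0.05. At days 11 and 20 the share lay between 65.47% and 95.49%, which changes this covariate little. The counts of all other miRNAs ran from 389906 to 3522677 at these ages. The covariate may not remove an effect of that spread, so the share of miR-486 stays open as their cause. Without control replicate 7, whose day 56 library is the shallowest, 6 stayed. Leaving out control replicate 2 or topsoil replicate 5 also left 6, so the effect of the shallow library cannot be told apart from that of one pig fewer. With scaling by total counts 2 stayed.

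More miRNAs were in modules in the topsoil network (141) than in the control network (62). The 56 networks of 5 control pigs held from 100 to 139, with a median of 121.5, so most of the difference went with the number of libraries. These networks had as many libraries as the topsoil network, and 0 of the 56 held as many miRNAs in modules. The closest came near it and the sets share pigs, so the rest cannot be told apart from the choice of pigs. The number of libraries may also account for the number of modules, as 44 of the 56 had at least the 11 of the topsoil network. The topsoil network is a single set of 5 pigs, so a biological difference was not tested.

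The genes of Supplementary Figures S1 to S6 were compared with platelet and erythroid gene lists over the 34 mRNA columns, as a description of samples of unknown condition. Of the genes in S1, S5 and S6, 26 of 27, 14 of 17 and 22 of 25 were in the table with a mean of at least 10 counts and were compared, and all genes of S2, S3 and S4 were. PBMC preparations can hold both, and HBB took a median of 47.0% of the counts. All 13 platelet and 15 erythroid genes had a mean of at least 10 counts. The most abundant platelet genes were TUBB1, with a median of 227 CPM (27.9 to 784), and PPBP, with 116 CPM (15.6 to 414), and ALAS2 was the most abundant erythroid gene after HBB, with 22100 CPM (2320 to 42900). Among 12162 genes ranked by similarity to the 13 platelet genes, the median rank was 337.75 for Supplementary Figure S1, 42.5 for S2, 12027.75 for S3, 12051.25 for S4, 1580.5 for S5 and 9455.25 for S6. All 27 genes of S2 were in the top 5%. Within the 2 sets of libraries that the first principal component separates, the share of random lists with a median as high was 0.0% for S1 and S2, 0.06% for S5, 99.2% for S6 and 100.0% for S3 and S4. For the 15 erythroid genes this share was 0.75% for S1, 0.0% for S2, S3 and S4, 11.8% for S5 and 20.4% for S6. The genes of S1 to S4 were grouped by a shared pattern in these samples and those of S5 and S6 were chosen on them too, and genes drawn one by one share no pattern, so these shares decide nothing by themselves. They were compared next with lists that co-vary as much, drawn from the neighbours of single genes. There were between 324 and 2000 lists per figure within the 2 sets, and between 272 and 1550 over all columns. Within the 2 sets, the share of such lists with a median as high was 1.30% for S1, 0.25% for S2, 98.1% for S3, 99.4% for S4, 3.50% for S5 and 51.2% for S6 for the platelet list. For the erythroid list it was 6.25%, 1.70%, 26.4%, 16.0%, 22.7% and 93.8%. A share of at most 1% both within the sets and over all columns was asked for. The one nearest to it, the platelet list with S2, had 1.06% over all columns, so 0 of the 12 comparisons passed. Whether a varying platelet or erythroid content lies behind the shared changes cannot be told apart from co-variation of another origin. The lists were written before the counts were seen and hold none of the published genes. Whether either content differs between treatments was not tested.

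miR-29a-3p was at 21.3 ± 6.24 CPM (SD, n = 8) in control and 15.4 ± 4.87 CPM (SD, n = 5) in topsoil pigs at day 20, and its interaction had an adjusted p of 0.760 from edgeR. miR-148a-5p was at 31.4 ± 13.2 and 25.3 ± 7.87 CPM, with an adjusted p of 0.853 from edgeR.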
